# Characterization of the small RNA component of leaves and fruits from four different cucurbit species

**DOI:** 10.1186/1471-2164-13-329

**Published:** 2012-07-23

**Authors:** Guru Jagadeeswaran, Padma Nimmakayala, Yun Zheng, Kanchana Gowdu, Umesh K Reddy, Ramanjulu Sunkar

## Abstract

**Background:**

MicroRNAs (miRNAs) are a class of non-coding small RNAs involved in post-transcriptional regulation of gene expression critical for plant growth and development, stress responses and other diverse biological processes in plants. The *Cucurbitaceae* or cucurbit family represents some of economically important species, particularly those with edible and medicinal fruits. Genomic tools for the molecular analysis of members of this family are just emerging. Partial draft genome sequence became available recently for cucumber and watermelon facilitating investigation of the small RNA component of the transcriptomes in cucurbits.

**Results:**

We generated four small RNA libraries from bottle gourd (*Lagenaria siceraria*), *Cucurbita moschata, Cucurbita pepo*, and, watermelon (*Citrullus lanatus var. lanatus*) in order to identify conserved and novel lineage specific miRNAs in these cucurbits. Deep sequencing of small RNA libraries from these species resulted in 1,597,263, 532,948, 601,388, and 493,384 unique sRNA reads from bottle gourd, moschata, pepo and watermelon, respectively. Sequence analysis of these four libraries resulted in identification of 21 miRNA families that are highly conserved and 8 miRNA families that are moderately conserved in diverse dicots. We also identified 4 putative novel miRNAs in these plant species. Furthermore, the tasiRNAs were identified and their biogenesis was determined in these cucurbits. Small RNA blot analysis or q-PCR analyses of leaf and fruit tissues of these cucurbits showed differential expression of several conserved miRNAs. Interestingly, the abundance of several miRNAs in leaves and fruits of closely related *C. moschata* and *C. pepo* was also distinctly different. Target genes for the most conserved miRNAs are also predicted.

**Conclusion:**

High-throughput sequencing of small RNA libraries from four cucurbit species has provided a glimpse of small RNA component in their transcriptomes. The analysis also showed considerable variation within four cucurbit species with regards to expression of individual miRNAs.

## Background

Although transcriptional gene regulation is the most important mode of gene regulation, miRNA-dependent post-transcriptional gene regulation is also absolutely necessary for completion of life cycle in plants as the disruption of either the miRNA biogenesis or function is lethal. Thus, identification of miRNAs and their targets from various plant species of agricultural importance is not only vital as part of basic biology but might also have biotechnological applications. MicroRNA genes are transcribed by RNA Polymerase II and the resulting pre-miRNA transcript can adopt a hairpin-like structure. These structures serve as substrates for Dicer-like 1 (DCL1), an endoribonuclease that precisely severs the hairpin-like structure and releases 21-nt long miRNA:miRNA* duplex with 2-nt overhangs at the 3′ends. Although DCL1 is a major determinant for processing of miRNAs, several other proteins such as Hyponastic Leaves1 (HYL1), Serrate (SE), Dawdle (DDL) and Cap-binding protein (CBP) are also important for processing of miRNAs from its hairpin-like precursor ([1-6]. The 21 nt miRNA:miRNA* duplex is methylated at the 3′ends by the Hua Enhancer 1 (HEN1). The duplex is then exported to the cytosol, where it can be loaded into RNA-Induced Silencing Complex (RISC). The miRNA in the RISC serves as guide molecule to identify its target mRNA, which will be either degraded or prevented from being translated [7-10].

Approximately 21 miRNA families are known as highly conserved among the angiosperms (dicots and monocots) and 8 and 6 of these miRNA families conserved even in gymnosperms and bryophytes, respectively [11,12]. Because of the sequence conservation, identification of conserved miRNAs is not a difficult task provided sufficient genomic/EST resources are available for a plant species in question [13,14]. Even in the absence of genomic/EST resources, conserved miRNAs can be identified by expression analysis using probes designed to detect conserved miRNAs. Besides conserved miRNAs, a large number of miRNA families have been identified in diverse plant species, some of which are conserved in closely related species or species-specific, which are referred to as ‘young miRNAs’ [12]. Only a minor portion of these young miRNAs appears to be functional, whereas the majority of them appear to be non-functional and eventually dissipate, and only few of them will be integrating into gene regulatory networks [12,15]. Although functionally such non-conserved miRNAs seem less significant, their identification is important to trace the birth and death of miRNAs in a specific plant lineage [12].

MicroRNAs have been reported from several model or crop plant species [16-23], but little is known about the miRNA component in the family of *Cucurbitaceae*. *Cucurbitaceae* is known to have 90 genera and 700 species, out of which there are several domesticated species for food that includes *Citrullus lanatus* (watermelon), *Cucumis sativus* (cucumber), *Cucumis melo* (melon), *Lagenaria siceraria* (bottle gourd) and *Cucurbita* (squash & pumpkin) [24-27]. Little is known about the small RNA component of the transcriptome in a Cucurbitaceae member. Only recently, miRNAs in cucumber (*Cucumis sativus*) and melon (*Cucumis melo*) have been analyzed using relatively small number of reads [28,29]. Here we report high-throughput sequencing of small RNA libraries from the four different cucurbit species. The analysis identified 21 highly conserved miRNA families, and 8 miRNA families that are only moderately conserved in various dicots. Analysis of small RNA libraries from four cucurbit species facilitated identification of 4 putative novel miRNAs based on their recovery in at least two different cucurbit genera. Cucurbit small RNAs with similarity to Arabidopsis TAS3 siRNAs were identified and their biogenesis was also determined. Furthermore, we predicted target genes for the most conserved miRNAs with the available watermelon, pepo and melon genomes.

## Results and discussion

### Sequence analysis and annotation

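Small RNAs were sequenced from 4 cucurbits with 1 library per species: bottle gourd (Lagenaria siceraria), moschata (Cucurbita moschata), pepo (Cucurbita pepo) and watermelon (Citrullus lanatus). Each library was built from a mixture of RNA from leaves, stems and 3 parts of the fruit, so each value describes that mixture and not a single tissue. The leaves and stems were from seedlings 3 weeks old, and the fruits were sampled 10 days after pollination from greenhouse plants kept under 16 h of light. The authors deposited, for each library, the list of distinct sequences left after adapter trimming with the number of reads of each, and these counts are not normalized. From these lists, a conserved miRNA was counted as the reads identical over their whole length to a sequence of Additional file 1, each sequence was counted once in its family, and counts were normalized to tpm, the paper's unit, with the reads of 18 to 30 nt as the total of the library. The miR165 and miR166 sequences were counted as 1 family, called miR166 here, and so were those of miR170 and miR171. Since there was 1 library per species, no difference between species can be tested against replicate error. Intervals are exact 95% intervals of the counts (Poisson for a level, Clopper-Pearson for a share, conditional binomial for a ratio of levels). They cover counting error only, because PCR copies are not independent molecules and neither the plants nor the library preparation were repeated.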

We generated four small RNA libraries from the pooled RNA isolated from different tissues (equimolar concentration from leaf, stem, as well as flesh, rind and placenta of the fruits) from bottle gourd (*Lagenaria siceraria* [accession Grif 1617 collection from India])*, Cucurbita moschata* (accession Grif 14244 Early Butternut) (referred to as moschata hereafter) *Cucurbita pepo* (accession NSL98075 Table King) (referred to as pepo hereafter), and watermelon (*Citrullus lanatus var. lanatus*) (PI 438676 Charleston Grey). Plants were grown under greenhouse conditions (16-h light). Leaf and stem tissues were collected from three-week-old seedlings. Fruit tissues were collected 10 days after pollination. We pooled the RNA from different vegetative and fruit tissues in order to uncover maximum number of conserved and novel miRNAs that are expressed in diverse tissues or different cell-types. The libraries were sequenced using Illumina-GAII analyzer. Initially the 5′ adapter from the raw reads was trimmed and small RNAs ranging between 18–30 nucleotides extracted. We have obtained 29,640,508, 10,491,849, 13,063,242, and 7,079,207 total reads represented by 1,597,263, 532,948, 601,388, and 493,384 unique small RNA reads from bottle gourd, moschata, pepo and watermelon, respectively (NCBI GEO_GSE38176) (Table 1). 

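The deposited lists hold 8040445 reads of 3078375 distinct sequences for bottle gourd, 8989555 reads of 2791633 for moschata, 10923424 reads of 3203361 for pepo and 7179331 reads of 1767363 for watermelon. The totals that the paper states, 29640508, 10491849, 13063242 and 7079207 reads, are 3.69, 1.17, 1.196 and 0.986 times these numbers in the same order. Where these totals serve as denominator below, the reads divided by them are still those counted in the deposited lists. Such levels therefore fall most in bottle gourd by construction, and a changed order of libraries then follows from the unlike totals. Unless another denominator is named, tpm values use the deposited reads of 18 to 30 nt, which number 7530518 in bottle gourd, 7997891 in moschata, 9689078 in pepo and 7144023 in watermelon. At this depth a count of 0 is taken to allow up to 3 reads, or 0.398 tpm in bottle gourd, 0.375 in moschata, 0.310 in pepo and 0.420 in watermelon. This floor, used for every count of 0, lies below the upper limit of the exact interval, 3.69 reads. Most distinct sequences were read a single time, 88.3% of them in bottle gourd, 88.2% in moschata, 87.7% in pepo and 86.3% in watermelon. The lists of bottle gourd, moschata and pepo contain 219959, 23817 and 27740 reads with an undetermined base and that of watermelon contains none, and a sequence given on several lines was counted as the sum of its lines.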

The unique small RNAs have been used to identify conserved miRNAs by mapping the sequences with the miRNA homologs available at the miRBase (version 16, obtained from http://microrna.sanger.ac.uk/sequences/ftp.shtml). The remaining unique sequences were used to identify the degradation products from rRNA, tRNA, snRNA and snoRNAs, by searching against the non-coding RNA database. The sequences that did not map to noncoding RNAs were used to identify novel miRNAs pertaining to four cucurbit species.

**Table 1:** Small RNA libraries in different cucurbit species

	***Bottle gourd***		***Moschata***		***Pepo***		***Watermelon***	
	**Unique**	**Total**	**Unique**	**Total**	**Unique**	**Total**	**Unique**	**Total**
ncRNAs	249,263	12,135,459	103,168	4527,726	113,948	5,678,005	43,524	2,418,965
miRBase	27,287	726,073	11,272	223,633	12,952	270,779	5,448	348,849
mRNAs	80,675	338,251	26,760	99,859	30,304	118,907	26,015	134,651
Repeats	222,416	2,156,450	75,075	581,693	84,641	696,941	49,065	440,122
Genome	1,017,622	14,284,275	316,673	5,058,938	359,543	6,298,610	369,332	3,736,620
Total	1,597,263	29,640,508	532,948	10,491,849	601,388	13,063,242	493,384	7,079,207

Plant small RNA population is predominantly represented by two different sizes, i.e., 21-nt and 24-nt, which are typical of DCL1/DCL2/DCL4 and DCL3 processed small RNAs, respectively [15]. In general, the peak represented by 24-nt size class is greater than the 21-nt size class in several plant species [15,22,30,31] with a few exceptions, as in grapevine, where the 21-nt size class is the major peak and 24-nt class is the minor peak [32]. The abundance of total and unique small RNAs of 18 to 28 nucleotides in different cucurbits is shown in Figure 1. Except watermelon, small RNA libraries of the other three cucurbits had the highest peak representing 24-nt size class. 

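The 24-nt class, which in plants is made up largely of siRNAs that direct DNA methylation, held 27.9% of the reads of 18 to 28 nt in bottle gourd and was the largest class there, in moschata and in pepo. The ratio of 24-nt to 19-nt reads was 2.18 in bottle gourd (95% interval 2.17 to 2.18), 1.14 in moschata (1.136 to 1.141), 1.11 in pepo (1.104 to 1.109) and 0.725 in watermelon (0.723 to 0.727). Watermelon also had large 21-nt and 20-nt classes, at 16.0% and 15.6% of the reads, where 20-nt reads made up 7.88% in bottle gourd, 6.05% in moschata and 5.91% in pepo. Counting only sequences with at least 2 reads lowered the ratio of 24-nt to 19-nt reads to 0.935 in bottle gourd, 0.506 in moschata and 0.513 in pepo, so that the 19-nt class was then the larger in these libraries too.

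**Figure D1:**
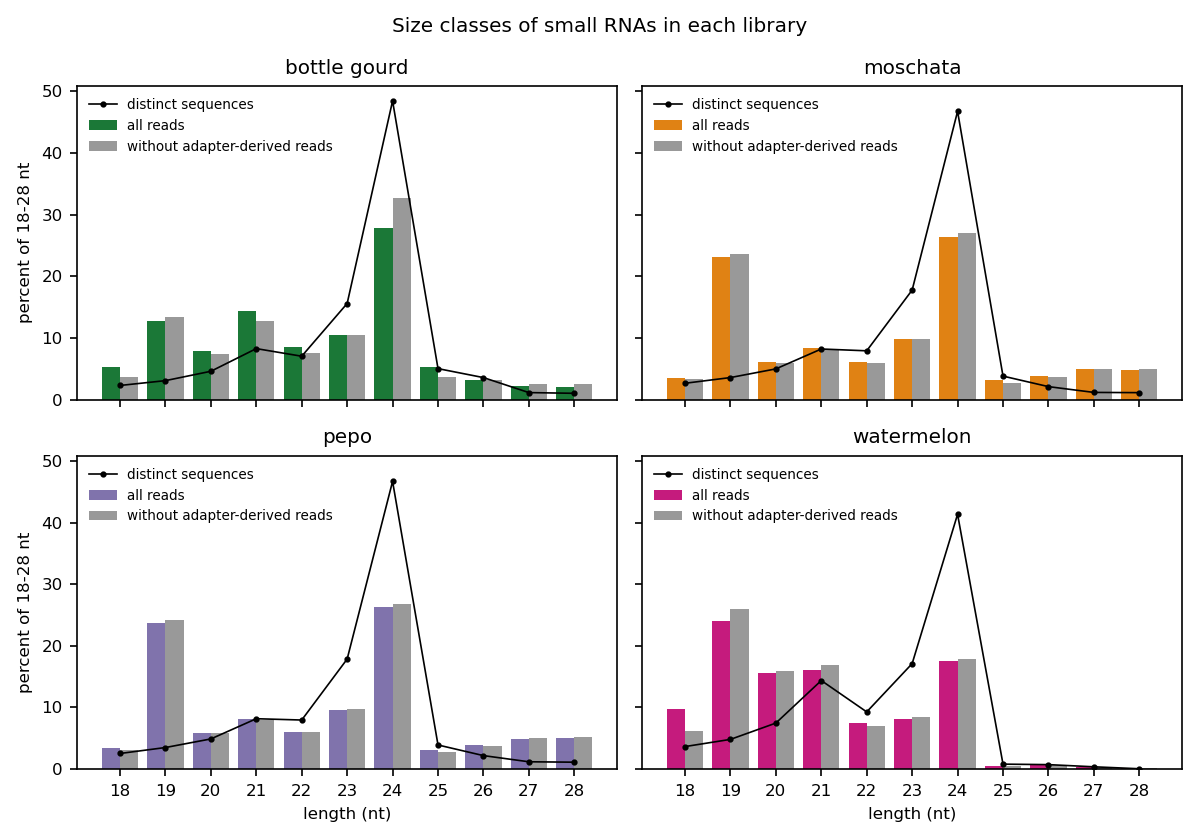
Percent of the 18 to 28 nt small RNAs (y axis) of each length in nt (x axis) in the 4 libraries, 1 panel per library. Coloured bars are all reads, grey bars the reads left without adapter-derived reads, and black points the distinct sequences, which peak at 24 nt in every panel.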

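In bottle gourd the 21-nt class, the usual length of plant miRNAs, held 14.4% of the reads (95% interval 14.34 to 14.39) and the 19-nt class 12.8% (12.80 to 12.85), which ranked them the second and the third. The 19-nt class of moschata held 23.2% of the reads, ahead of 23-nt reads at 9.76% and 21-nt reads at 8.30%. Reads that share at least 14 nt in a row with the sequencing adapters made up 28.4% of the 21-nt reads of bottle gourd, against 6.75% in moschata, 6.23% in pepo and 5.72% in watermelon. A single adapter sequence, AGAGTTCTACAGTCCGACGAT, was read 235927 times in bottle gourd. When adapter-derived reads were left out, an alternative chosen after the data had been seen, the 19-nt class of bottle gourd held 13.4% and the 21-nt class 12.7%, and they ranked the second and the third.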

The second highest peak representing 21-nt size class was found only in the bottle gourd small RNA library, whereas 19-nt size class represented the second highest peak in three other cucurbits (Figure 1). 

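The 19-nt class of pepo held 23.7% of the reads of 18 to 28 nt (95% interval 23.67 to 23.73), next to 26.2% for the 24-nt class (26.19 to 26.25). The corresponding 24-nt share of moschata was 26.4% (26.33 to 26.39). In watermelon the order was the opposite, with 24.1% of reads in the 19-nt class (24.06 to 24.12) and 17.5% in the 24-nt class (17.44 to 17.49).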

In fact, 19-nt size class was the second highest peak in pepo and moschata whereas this size class was even greater than 24-nt size class in watermelon. The abundance of unique reads belonging to 19-nt class is much smaller in all the libraries indicating their greater redundancy. 

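The 19-nt class was built from few sequences read many times. Bottle gourd had 923034 reads of 88849 distinct 19-nt sequences, moschata 1594426 of 92597, pepo 1947684 of 105136 and watermelon 1719508 of 84675. Each distinct 19-nt sequence was therefore read 10.4 times on average in bottle gourd, 17.2 times in moschata, 18.5 times in pepo and 20.3 times in watermelon, whereas a 24-nt sequence was read 1.43, 1.496, 1.54 and 1.72 times. The 10 most abundant 19-nt sequences carried 68.5% of all 19-nt reads in bottle gourd, 82.0% in moschata, 82.5% in pepo and 74.9% in watermelon. The paper concludes from the small number of unique reads that the 19-nt class is more redundant than the others.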

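A few sequences dominated the 19-nt reads. GCGCCTGTAGCTCAGTGGA made up 39.7% of the 19-nt reads in bottle gourd, 43.6% in moschata, 43.9% in pepo and 14.9% in watermelon, and GGGCCTGTAGCTCAGAGGA made up 5.22%, 8.27%, 7.36% and 34.4%. Both contain, at positions 8 to 18, the A-box consensus of tRNA genes, the internal promoter element near the 5′ end of every nuclear tRNA gene. The first 19 nt of Asp-tRNA, GTCGTTGTAGTATAGTGGT, made up 3.24% of the 19-nt reads in bottle gourd, 17.5% in moschata, 18.8% in pepo and 0.130% in watermelon. The first 19 nt of Ala-tRNA, GGGGATGTAGCTCAGATGG, ranged between 3.33% in bottle gourd and 5.602% in watermelon, and those of Gly-tRNA stayed at or below 0.0421%. The second sequence of bottle gourd, AGTTCTACAGTCCGACGAT, is part of the sequencing adapter and made up 6.63% there. The other sequences among the 10 most abundant of a library included GACCGCATAGCGCAGTGGA with 5.30%, GCGTTTGTAGTCCAACGGT with 4.73%, GCGGATGTAGCCAAGTGGA with 2.80%, TCTACAGTCCGACGATCGT with 2.45% and GCGCTTGTAGCTCAGTGGA with 1.87% in watermelon. They also included TCAGAGTTCTACAGTCCGA with 4.16%, GGGGATGTAGCTCAAACGG with 2.06% and GCGCCTGTAGCTCAGAGGA with 1.12% in bottle gourd, and GGTGGCTGTAGTTTAGTGG with 2.89% and GCGCCTGTAACTCAGTGGA with 0.837% in pepo. Over all 19-nt reads, 62.1% had the A-box consensus in bottle gourd, 83.5% in moschata, 83.9% in pepo and 78.8% in watermelon, against 0.828%, 1.38%, 1.43% and 0.453% of the 24-nt reads at the same positions. The search for the A box was chosen after the data had been seen, and the sequences could not be placed on tRNA genes because no cucurbit genome was used here. Exact matches to the first 19 nt of 6 plant tRNAs, listed beforehand, gave 6.63%, 22.0%, 23.5% and 5.76%.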

Closer inspection of 19-nt sequences suggested that some of the highly abundant sequences arise from tRNA-derived fragments from the 5′end. In Arabidopsis, it has been shown that 19-nucleotide small RNAs are also processed from 5′ ends of Gly-tRNA and Asp-tRNA [33]. Interestingly these t-RNA-derived small RNAs differentially accumulated; high levels in roots but very low levels in shoots. Similarly, in HeLa (mammalian) cell lines, t-RNA-derived small RNAs have been shown to be dependent on Dicer, both *in vitro* and *in vivo*[34]. It has also been demonstrated that t-RNA-derived small RNAs are not random byproducts of degradation or biogenesis of tRNAs [35]). Taken together, 19 nt small RNAs derived from t-RNAs in cucumber may not represent simple degradation products, but may have biological functions.

**Figure 1:**
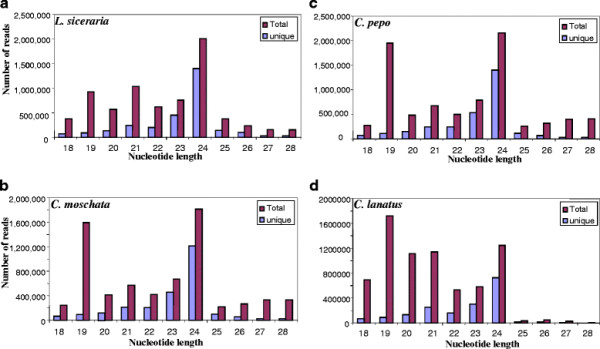
Abundance of different sizes of small RNAs (length 18–28 nt) in total and unique reads from small RNA libraries a) bottle gourd b) moschata c) pepo d) watermelon.

With regards to unique reads, the distribution of size classes was uniform across the species, where 24-nt size class and 23-nt size class ranked first and second respectively in all 4 libraries (Figure 1). 

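Among distinct sequences of 18 to 28 nt, the 24-nt class made up 48.5% in bottle gourd, 46.8% in moschata, 46.7% in pepo and 41.3% in watermelon. The 23-nt class followed with 15.6%, 17.8%, 17.9% and 17.1%, and the 21-nt class was the third in each library, with 14.4% in watermelon and between 8.17% and 8.27% in the others. Among sequences with at least 2 reads, the 24-nt class remained the first in all 4 libraries and the 21-nt class of watermelon, with 37581 sequences, passed its 23-nt class, with 30783.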

Small RNAs of 20-21-nt size class represents largely miRNAs. 

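Reads identical to a conserved miRNA of Additional file 1 were a minor part of the 20-nt and 21-nt classes. They made up 5.88% of the 21-nt reads in bottle gourd, 10.6% in moschata, 10.4% in pepo and 17.6% in watermelon. In the 20-nt class, which contains the main form of miR156, they made up 0.347%, 0.394%, 0.401% and 3.42%. Over all reads of 18 to 30 nt, the listed miRNAs accounted for 63256 reads in bottle gourd (0.840%), 62721 in moschata (0.784%), 73012 in pepo (0.754%) and 242278 in watermelon (3.39%).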

Recently, Martinez et al. reported small RNAs from cucumber (*Cucumis sativus* belonging to Cucurbitaceae family) by analyzing 38,787 unique small RNAs [29], which is far less compared to the current study in which several millions of small RNAs from 4 different cucurbits were analyzed. Size distribution of small RNAs in their library was typical of a plant small RNA library with two peaks one each at 21-nt and at 24-nt. Martinez et al. constructed small RNA libraries from the leaves and phloem exudates [29], whereas we used pooled RNA from leaves, stems and three different fruit tissues. Mix of diverse tissues used in this study, particularly the inclusion of fruit tissues might have contributed to the variation in size distribution including the observed peak at 19-nt size class and deserves further study.

### Identification of conserved miRNAs in different cucurbit species

Based on their functional analysis, conserved miRNAs appear to be involved in almost all aspects of plant growth and development [8], as well as biotic and abiotic stress responses [36-38]. Our analysis of small RNAs has identified all 21 conserved miRNA families in four different cucurbits as expected (Additional file 1). Additionally, miR894 and miR2111 were recovered in all 4 cucurbits, whereas miR158, miR824, miR827, miR858, miR2916 and miR2950 that are moderately conserved in some of the dicots could be identified only in watermelon (Additional file 1).

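Of the 20 highly conserved families of Additional file 1, bottle gourd had exact-match reads of all 20, moschata and watermelon of 19, and pepo of 18. The family without reads in moschata, pepo and watermelon was miR394, which targets an F-box transcript in Arabidopsis, and it was read a single time in bottle gourd. Its only listed sequence has 22 nt, and reads that begin with the first 18 nt of it numbered 67 in bottle gourd, 76 in moschata, 90 in pepo and 669 in watermelon. The miR395 family, which targets genes of sulfate assimilation, had 11 reads in bottle gourd, 1 in moschata, 0 in pepo and 12 in watermelon. The miR399 family has no sequence in Additional file 1, and the common plant forms searched in its place, which were written from textbook knowledge and not checked against a database, had 0 exact-match reads in all 4 libraries. With 10 reads as the minimum, the detected families fell to 18 in bottle gourd, 15 in moschata and pepo and 17 in watermelon.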

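The miR2111 family, whose level rises under phosphate starvation in other plants, had 26 reads in bottle gourd, 11 in moschata, 22 in pepo and 272 in watermelon, all of them TAATCTGCATCCTGAGGTTTA. By the first 18 nt, miR2111 had 42 reads in bottle gourd, 29 in moschata, 44 in pepo and 524 in watermelon. The miR894 sequence CGTTTCACGTCGGGTTCACC had 7, 2, 4 and 20 exact-match reads in the same order. The miR2950 sequence of Additional file 1, TTCCATCTCTTGCACACTGGA, had 19 reads in bottle gourd, 110 in moschata, 134 in pepo and 76 in watermelon, and miR1515 had 5, 3, 5 and 19. The miR824 sequence, which targets a MADS-box transcript in Arabidopsis, had 4 reads in watermelon and none in the other libraries. No library had a read identical to the listed sequences of miR827, miR858 or miR2916, which at the depth of watermelon allows a level of up to 0.420 tpm. Within 2 mismatches, miR827 had 229 reads in watermelon and 0 in the other libraries, miR2916 had 35 in bottle gourd, 1 in moschata, 4 in pepo and 47 in watermelon, and miR858 had 2, 7, 4 and 0.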

As we employed deep sequencing approach to recover small RNA reads, we used read frequency to measure their abundance. Based on normalized read count per million (transcript per million, tpm), conserved miRNAs are divided into 3 groups: abundantly expressed (with read counts greater than 1000 tpm) miR156, miR159, miR164, miR166, miR167, miR168 and miR172; moderately expressed (with read counts 100–1000 tpm) miR169, miR171, miR319 and miR396; and those with low expression (with read counts less than 100 tpm) miR160, miR162, miR390, miR393, miR394, miR395, miR397, miR398, miR399 and miR 408 (Figure 2 a-c). miR395, miR397, miR398, miR399 and miR408 represented by less than 10 normalized reads were the miRNAs with least abundance in all 4 cucurbits (Additional file 1). miR395 and miR399 are induced in sulfate and phosphate deprived conditions, respectively [39-41] whereas miR397, miR398 and miR408 are induced when copper levels are low [42,43]. Thus the overall low abundance of these miRNAs (miR395, miR397, miR398, miR399 and miR408) in normal conditions is expected.

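The miR166 family, which targets class III HD-ZIP transcription factors, had 5553 tpm in bottle gourd (95% interval 5500 to 5606), 5784 in moschata (5731 to 5837) and 5646 in pepo (5599 to 5693), and was slightly lower in watermelon, at 4952 (4900 to 5003). With the totals of Table 1 as denominator, watermelon was instead the highest, 3.54-fold above bottle gourd. The reads were those of the deposited lists in this case too, so the change follows from the unlike totals. The miR396 family, which targets growth-regulating factors, had 68.7 tpm in bottle gourd, 19.5 in moschata, 17.8 in pepo and 348 in watermelon (335 to 362). For miR319, which targets TCP transcription factors, moschata (105, 98.4 to 113), pepo (102, 95.8 to 109) and watermelon (105, 97.3 to 112) did not differ beyond counting error, and bottle gourd had 9.83 (7.72 to 12.3). With reads of 20 to 24 nt as denominator, miR319 had 216 tpm in moschata, 215 in pepo and 162 in watermelon. Over the totals of Table 1, watermelon was instead 1.32-fold above moschata (1.19 to 1.45). The miR170/171 family, which targets GRAS transcription factors, had 21.4 tpm in bottle gourd, 3.63 in moschata, 3.61 in pepo and 129 in watermelon. The miR169 family, which targets NF-YA transcription factors, had 63.3, 7.25, 5.16 and 83.8 tpm, and reads within 2 mismatches of its members raised these to 78.6, 45.6, 40.8 and 207.03. At the low end, miR393, which targets the auxin receptors of the TIR1 family, had 1.195 tpm in bottle gourd, 1.13 in moschata, 0.619 in pepo and 8.54 in watermelon. By the first 18 nt, miR393 had 3.32, 2.63, 2.99 and 16.5 tpm and miR396 had 158, 42.8, 37.9 and 462.

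**Figure D2:**
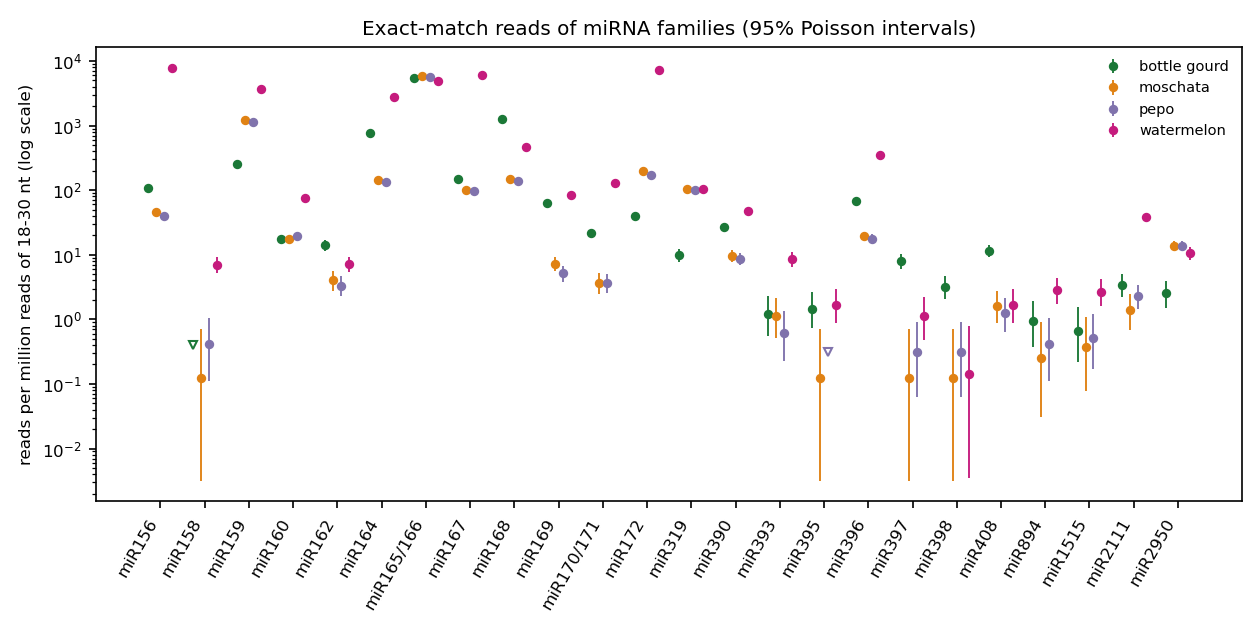
Level in tpm, with reads of 18 to 30 nt as the total (y axis, log scale) of each miRNA family with at least 10 reads in a library (x axis), in the 4 libraries. Points are exact-match levels, bars their 95% Poisson intervals, and open triangles mark the level of 3 reads where a library had 0. The points of moschata and pepo lie side by side for most families, and those of watermelon lie highest for miR156, miR167 and miR172.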

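The miRNAs of nutrient supply were rare in all 4 mixtures of tissues. The 7 families listed in advance (miR395, miR397, miR398, miR399, miR408, miR827 and miR2111) together reached 27.5 tpm in bottle gourd (95% interval 23.9 to 31.5), 3.38 in moschata (2.22 to 4.91), 4.13 in pepo (2.95 to 5.62) and 42.7 in watermelon (38.0 to 47.8), where miR2111 alone had 38.1. The copper-regulated families were highest in bottle gourd. In that library miR408, which targets plantacyanin, had 11.4 tpm (9.13 to 14.1), miR397, which targets laccases, 7.97 (6.08 to 10.3) and miR398, which targets copper/zinc superoxide dismutases, 3.19 (2.04 to 4.74). In the other libraries miR408 lay between 1.24 and 1.68 tpm and miR397 and miR398 between 0.125 and 1.12. The sulfate-regulated miR395 had 1.46 tpm in bottle gourd and 1.68 in watermelon. By the first 18 nt, miR408 had 23.5 tpm in bottle gourd, and miR398 had 5.18 there and 4.199 in watermelon. In watermelon miR2111 then had 73.3 tpm and miR827 had 37.0.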

**Figure 2:**
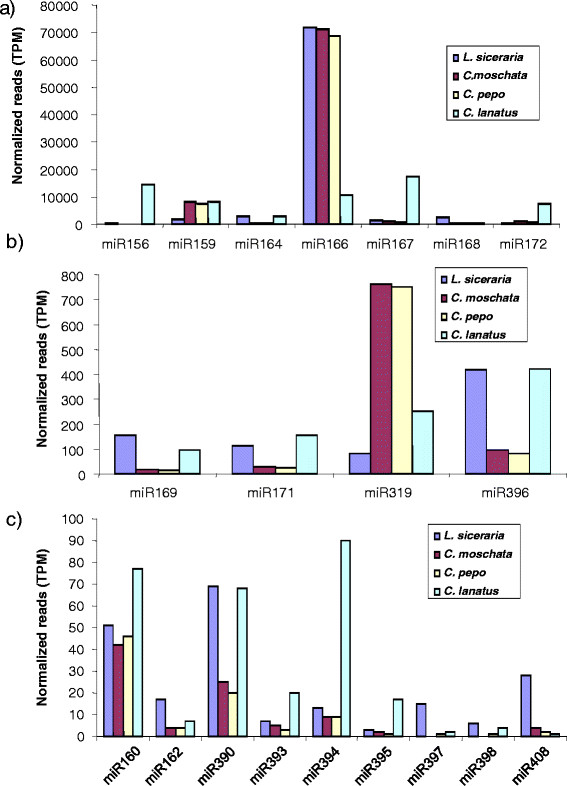
**Normalized miRNA profiles in 4 different cucurbits a). miRNAs that are abundantly expressed.** b). miRNAs with moderate abundance. c) miRNAs with low abundance.

Many conserved miRNA families have multiple loci and the members often varied by one or two nucleotides. Most miRNA families were represented by multiple members; miR156 (5 members), miR159 (7 members), miR164 (6 members), miR165/miR166 (13 members), miR167 (7 members), miR169 (9 members), miR170/171 (11 members), miR172 (9 members), miR396 (7 members) and miR319 (6 members) (Additional file 1). However, 10 conserved miRNA families, miR160 (2 members, miR162 (1 member), miR168 (2 members), miR393 (2 members), miR390 (2 members), miR394 (1 member), miR395 (2 members), miR397 (1 member), miR398 (2 members) and miR408 (2 members) were represented by one or two members only. 

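Additional file 1 lists 13 sequences of miR166, of which 11 were read in bottle gourd, moschata and watermelon and 12 in pepo. A single sequence carried most of the family, since TCGGACCAGGCTTCATTCCCC made up 94.5% of its reads in bottle gourd (95% interval 94.2 to 94.7), 95.8% in moschata, 95.9% in pepo and 96.7% in watermelon. The 7 sequences of miR159, a regulator of GAMYB-like transcription factors, were led by TTTGGATTGAAGGGAGCTCTA with 97.0% to 97.5% of the reads in each library. The 9 sequences of miR172 were led by AGAATCTTGATGATGCTGCAT, with 60.5% in bottle gourd (54.7 to 66.1), 79.3% in moschata, 77.3% in pepo and 95.4% in watermelon. Reads of miR167 were spread most widely in bottle gourd, where its leading sequence TGAAGCTGCCAGCATGATCTA carried 34.9% (32.1 to 37.7). In moschata and pepo the leading miR167 sequence was TGAAGCTGCCAGCATGATCTGA, with 72.2% and 73.6%, and in watermelon it was TGAAGCTGCCAGCATGATCTG, with 79.2%.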

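The exact-match reads of miR160 and miR390 also fell almost wholly on a single listed form. For miR162 only TCGATAAACCTCTGCATCCAG is listed, so its exact-match reads could not fall on another form. They numbered 106 in bottle gourd, 32 in moschata, 32 in pepo and 51 in watermelon, against 116, 36, 38 and 58 by the first 18 nt. For miR160, a regulator of auxin response factors, TGCCTGGCTCCCTGTATGCCA carried 130 of 130 reads in bottle gourd, 138 of 139 in moschata, 186 of 186 in pepo and 534 of 536 in watermelon, and the other member differs from it by A21G, counted from the 5′ end. For miR390, AAGCTCAGGAGGGATAGCGCC carried every read in bottle gourd, pepo and watermelon and 74 of 77 in moschata. The reads of miR408 were less concentrated in moschata, pepo and watermelon. TGCACTGCCTCTTCCCTGGCTG carried 85 of 86 in bottle gourd, 10 of 13 in moschata and 9 of 12 in pepo, whereas ATGCACTGCCTCTTCCCTGGC carried 9 of 12 in watermelon. For miR393 the form depended on the matching. TCCAAAGGGATCGCATTGATCC carried 9 of 9 exact-match reads in bottle gourd and in moschata, 5 of 6 in pepo and 59 of 61 in watermelon, whereas by the first 18 nt TCCAAAGGGATCGCATTGATCT carried 60% in bottle gourd, 52.4% in moschata, 75.9% in pepo and 50% in watermelon.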

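Exact-match reads were found for 78 of the 107 listed sequences in bottle gourd, 81 in moschata, 75 in pepo and 85 in watermelon. They belonged to 24, 24, 23 and 25 of the 29 listed families. With at least 3 reads the listed sequences detected were 60, 59, 66 and 69, and with at least 10 reads 43, 42, 46 and 56.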

Overall, we recovered 83, 82, 82 and 81 miRNAs belonging to 22, 21, 22 and 29 miRNA families in bottle gourd, moschata, pepo and watermelon respectively. The highest number of miRNA families in watermelon is because of identification of less conserved miR824, miR827, miR858, miR1515, miR2916 and miR2950.

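Of the 9 moderately conserved families listed in Additional file 1, 4 were read in bottle gourd, 5 in moschata, 5 in pepo and 6 in watermelon. The 4 families read in all 4 libraries were miR894, miR1515, miR2111 and miR2950. When reads of the same length within 2 mismatches were counted, 28 families in all were found in watermelon, 27 in pepo and 26 each in bottle gourd and moschata, and miR858, which targets MYB transcripts, was the family left out in watermelon.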

The number of miRNA variants within the miRNA families was similar in the most cases. However, we also observed preferential expression of specific members within the miRNA families. For instance, miR168 represented by two members (miR168a and 168b) that differ by one nucleotide and only one of these two loci preferentially expressed in all 4 cucurbit species (Additional file 1). This was previously shown both in Arabidopsis and rice [44,45]. In addition, we also found variation within the cucurbits in this study. For example, only one variant of miR396 was expressed at high level in watermelon (Additional file 1).

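The miR168 family, which targets the transcript of AGO1, the Argonaute protein that carries most plant miRNAs, was represented almost only by TCGCTTGGTGCAGGTCGGGAA. This sequence made up 99.7% of the family's reads in bottle gourd (95% interval 99.6 to 99.8), 98.2% in moschata (97.3 to 98.9), 97.4% in pepo (96.5 to 98.2) and 99.9% in watermelon (99.8 to 99.99). The other member, TCGCTTGGTGCAGATCGGGAC, differs from it by G14A and A21C, with positions counted from the 5′ end.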

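In watermelon, TTCCACAGCTTTCTTGAACTG made up 75.6% of the 2487 reads of miR396 (95% interval 73.9 to 77.3), and 5 of the 7 listed members had at least 10 reads. The same sequence led the family in bottle gourd, with 87.2% of 517 reads (84.0 to 90.0). In moschata and pepo the leading member was TTCCACGGCTTTCTTGAACTG, with 56.4% (48.2 to 64.3) and 51.7% of the reads (44.0 to 59.4). When reads were assigned by their first 18 nt to the closest member, TTCCACAGCTTTCTTGAACTG led in all 4 libraries.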

Few interesting observations emerged from the analysis of small RNA libraries are worth mentioning here. 

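The miR158 sequence of Additional file 1, TCCCAAATGTAGACAAAGCA, had 50 reads in watermelon, 7.00 tpm (95% interval 5.19 to 9.23). It had 4 reads in pepo, 1 in moschata and 0 in bottle gourd. Among 8 other small RNAs known from Arabidopsis and its relatives, listed in advance, 2 were found, miR173 and the TAS1-derived siR255, each with 2 reads in watermelon and 0 in the other libraries.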

One such observation was the retrieval of miR158 homolog from watermelon but not from the other 3 cucurbits (Additional file 1). miR158 has been previously considered to be specific to Brassicaceae family [13]. In corroboration with our finding, miR158 was also identified in (*Cucumis melo*) small RNA libraries [28]. Another interesting observation was identification of miR894 homologs in these cucurbits. miR894 was reported from *Physcomitrella*[46], and in a few dicots such as sorghum [47] tomato [48] and cotton [49]. Although miR894 homologs were found in all four different cucurbits, watermelon has the highest frequency (Additional file 1). 

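The level of miR894 was 2.80 tpm in watermelon (95% interval 1.71 to 4.32), 0.930 in bottle gourd (0.374 to 1.92), 0.413 in pepo (0.112 to 1.06) and 0.250 in moschata (0.0303 to 0.903). Watermelon exceeded bottle gourd 3.01-fold (1.22 to 8.43; 12.0-fold over the totals of Table 1), pepo 6.78-fold (2.27 to 27.3) and moschata 11.2-fold (2.72 to 98.8). Reads that begin with the first 18 nt of miR894 were more frequent, at 89.2 tpm in watermelon, 10.1 in bottle gourd, 3.75 in moschata and 3.51 in pepo.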

Identification of miR894 in all 4 cucurbits and its absence in several other dicots raises several interesting evolutionary questions including whether homologs of miR894 were selectively lost in certain lineages.

### Distinct miRNA profiles in four cucurbits

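The miRNAs that act in auxin signalling (miR160, miR164, miR167, miR390 and miR393, listed in advance) together reached 8996 tpm in watermelon (95% interval 8927 to 9066), against 955 in bottle gourd (933 to 977), 271 in moschata (260 to 283) and 261 in pepo (251 to 271), and watermelon was the highest for each of the 5. The miR164 family, which targets NAC transcription factors, had 2789 tpm in watermelon, 759 in bottle gourd, 142 in moschata and 136 in pepo. Watermelon thus exceeded bottle gourd 3.67-fold (3.57 to 3.78). The miR159 family had 3653 tpm in watermelon, 1236 in moschata, 1123 in pepo and 255 in bottle gourd, and miR160 had 75.0, 17.4, 19.2 and 17.3. The miR159 excess of watermelon was 14.3-fold over bottle gourd (13.7 to 15.0) and 2.96-fold over moschata (2.89 to 3.03), and that of miR160 was 4.35-fold (3.58 to 5.31) and 4.32-fold (3.58 to 5.24). Over the totals of Table 1, the excess over bottle gourd was 14.6-fold for miR164, 56.8-fold for miR159 and 17.3-fold for miR160. By the first 18 nt, the miR159 levels were 5308 in watermelon, 1868 in moschata, 1727 in pepo and 388.4 in bottle gourd.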

Normalized miRNA abundance indicated that several miRNA families (miR156, miR159 and miR160, miR164, miR167 and miR172) are expressed at high levels in watermelon compared to 3 other cucurbits. The differential abundance was strikingly high in case of miR156, where nearly 50 to 100 fold greater expression was noticed in watermelon as compared to 3 other cucurbits (Figure 2a). Similarly, expression of miR167 and miR172 varied considerably among the different cucurbits. 

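The miR156 family targets SPL transcription factors and delays the change from the juvenile to the adult phase of the shoot. It had 55889 reads in watermelon (7823 tpm, 95% interval 7758 to 7888), 825 in bottle gourd (110 tpm, 102 to 117), 364 in moschata (45.5, 41.0 to 50.4) and 392 in pepo (40.5, 36.6 to 44.7). The level in watermelon was 71.4-fold that in bottle gourd (66.7 to 76.6) and 183-fold that in moschata and pepo taken together (170 to 197). The form TGACAGAAGAGAGTGAGCAC led the family in every library, with 67.3% of its reads in bottle gourd, 55.2% in moschata, 55.6% in pepo and 65.3% in watermelon. Within 2 mismatches the level of bottle gourd was 168.6 tpm. Dividing by the totals of Table 1 instead of the deposited reads raised the ratio to bottle gourd to 284.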

Expression level of miR167 in watermelon was nearly 12-fold and 18-fold greater than in bottle gourd and *Cucurbita* genus, respectively (Figure 2a; Additional file 1). 

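The miR167 family, which targets auxin response factors that act in flower and fruit development, had 43409 reads in watermelon (6076 tpm, 95% interval 6019 to 6134), 1135 in bottle gourd (151 tpm, 142 to 160), 809 in moschata (101, 94.3 to 108) and 934 in pepo (96.4, 90.3 to 103). The level in watermelon was 40.3-fold that in bottle gourd (38.0 to 42.8) and 61.7-fold that in moschata and pepo taken together (58.8 to 64.7). Counting reads within 2 mismatches of a member moved the ratio to moschata and pepo to 31.5, and the totals of Table 1 moved the ratio to bottle gourd to 160.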

A similar trend was observed for miR172 (Figure 2a). 

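The miR172 family, which targets AP2-like transcription factors and promotes the adult phase and flowering, had 52070 reads in watermelon (7289 tpm, 95% interval 7226 to 7351). It had 296 reads in bottle gourd (39.3 tpm, 35.0 to 44.0), 1575 in moschata (197, 187 to 206.9) and 1675 in pepo (173, 164.7 to 181). Watermelon exceeded bottle gourd 185-fold (165.4 to 209; 737-fold over the totals of Table 1) and moschata and pepo together 39.7-fold (38.3 to 41.1). Among the 4 libraries, bottle gourd was the lowest in miR172.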

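Among the 19 conserved families with at least 10 reads in a library, the highest level was in watermelon for 12, in bottle gourd for 5 and in moschata or pepo for 2. The lowest level was in moschata or pepo for 14 families, in bottle gourd for 4 and in watermelon for 1. In 11 of these 14 families the 95% intervals of the ratios to bottle gourd and to watermelon both lay below 1, whereas the interval of the ratio between moschata and pepo included 1 in each of the 14. The 11 families that target developmental transcription factors, listed in advance, summed to 33321 tpm in watermelon, 7047 in bottle gourd, 7659 in moschata and 7363 in pepo, with watermelon highest in 9 of them. The totals of Table 1 as denominator gave the highest level to watermelon in 16 of the 19 families, and the lowest to moschata or pepo in 11 and bottle gourd in 8.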

In general, the miRNA abundance of most conserved miRNAs was the highest in watermelon and the least in bottle gourd (Additional file 1). However, a few miRNAs (miR162, miR168, miR397 and miR408) showed higher levels in bottle gourd compared to the 3 other cucurbit species studied here (Additional file 1). Of these, expression of miR168 in bottle gourd was nearly 10-fold higher when compared to moschata and pepo and 5-fold higher compared to watermelon (Figure 2a).

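The families that regulate the miRNA machinery itself were highest in bottle gourd, except over the totals of Table 1, where watermelon exceeded it in miR162 and miR168. Of the 3 listed in advance (miR162, miR168 and miR403), miR403 had no exact-match read, and the others summed to 1293 tpm in bottle gourd (95% interval 1268 to 1319), 155 in moschata, 144 in pepo and 470 in watermelon. The miR162 family, which targets DCL1, the Dicer of the miRNA pathway, had 14.1 tpm in bottle gourd (11.5 to 17.0), 4.00 in moschata (2.74 to 5.65), 3.30 in pepo (2.26 to 4.66) and 7.14 in watermelon (5.32 to 9.39). With the totals of Table 1 as denominator it was 3.58 in bottle gourd and 7.20 in watermelon, so that the order of these libraries was the opposite. The miR397 level of bottle gourd was 7.12-fold that of watermelon (3.39 to 17.2), 63.7-fold that of moschata (11.0 to 2558, 1 read in moschata) and 25.7-fold that of pepo (8.39 to 128, 3 reads in pepo). For miR408, bottle gourd exceeded moschata 7.03-fold (3.90 to 13.7), pepo 9.22-fold (5.02 to 18.5) and watermelon 6.80-fold (3.70 to 13.7). Over the totals of Table 1, the ratio of bottle gourd to watermelon was 1.79 for miR397 (0.853 to 4.34) and 1.71 for miR408 (0.931 to 3.44), and that of miR408 to moschata was 2.34 and to pepo 3.16.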

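The miR168 family had 9632 reads in bottle gourd (1279 tpm, 95% interval 1254 to 1305), 1208 in moschata (151 tpm, 143 to 160), 1367 in pepo (141, 134 to 149) and 3305 in watermelon (463, 447 to 479). Bottle gourd exceeded moschata and pepo taken together 8.79-fold (8.41 to 9.18) and watermelon 2.76-fold (2.66 to 2.88). With the totals of Table 1 as denominator, the ratio to moschata and pepo was 2.97 and the ratio to watermelon was 0.696, so that the order of bottle gourd and watermelon was then the opposite.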

Overall, miRNA profiles are remarkably similar between moschata and pepo (Figure 2a; Additional file 1). 

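The median difference between moschata and pepo was 0.14 on the log2 scale over the 17 families with at least 10 reads in either library, and no family differed 2-fold or more. The largest difference was 1.65-fold. In the other 5 pairs of libraries the median log2 difference lay between 2.19 for bottle gourd and pepo and 3.20 for moschata and watermelon.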

Identical miRNA profiles between moschata and pepo is not surprising given the fact that these two belong to the same genus *Cucurbita*. Technically, this also confirms the uniform pooling of RNA samples from different tissues for library construction. 

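The likeness of moschata and pepo went beyond miRNAs. Of the 3291 sequences of 24 nt with at least 20 reads in moschata, pepo held 99.9% (95% interval 99.7 to 99.97), whereas watermelon held 8.60% (7.66 to 9.61) and bottle gourd 29.0%. Of the 24-nt sequences with 8 to 12 reads over moschata and pepo, 0.646% were found in 1 of these libraries only (0.540 to 0.767). For a random split of a single pool 0.485% is expected, and a random split that was run gave 0.527%. In the other pairs the share in 1 library only, which was chosen after the data had been seen, was between 70.8% and 94.9%. The paper ascribes the closeness to the shared genus and concludes that RNA of the tissues was pooled uniformly. A share so near that of a random split leaves open that both lists come from 1 pool of RNA or 1 library. The values of moschata and pepo may therefore not be independent evidence from separate species.

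**Figure D3:**
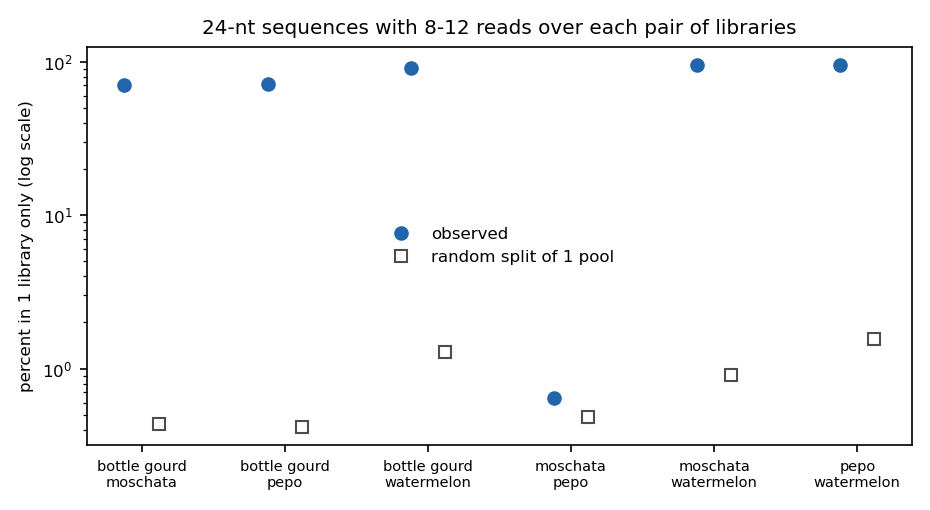
Percent of the 24-nt sequences with 8 to 12 reads over a pair of libraries that were found in 1 library only (y axis, log scale), for the 6 pairs of libraries (x axis). Filled circles are observed and open squares are the values expected of a random split of 1 pool. Moschata and pepo lie at 0.646% and the nearest other pair at 70.8%.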

The read count of miR166 family accounts for nearly 75% of the total reads, thus, is the most highly expressed in bottle gourd, moschata and pepo, whereas miR167 is the most highly expressed in watermelon. 

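Of the reads of all listed miRNA families, miR166 made up 66.1% in bottle gourd (95% interval 65.7 to 66.5), 73.8% in moschata (73.4 to 74.1), 74.9% in pepo (74.6 to 75.2) and 14.6% in watermelon (14.5 to 14.7). In watermelon miR156 made up 23.1% (22.9 to 23.2), miR172 21.5% (21.3 to 21.7) and miR167 17.9% (17.8 to 18.1). Reads of miR159 followed there with 10.8% and those of miR164 with 8.22%. When reads within 2 mismatches were summed over all members they match, miR166 came first in watermelon too, with 25.6%.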

The second most abundant miRNA family was miR159 in moschata and pepo, miR164 in bottle gourd and miR156 in watermelon (Figure 2, Additional file 1). 

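The family ranked second was miR159 in moschata, with 15.8% of the reads of listed families (95% interval 15.5 to 16.0), and in pepo, with 14.9% (14.7 to 15.2). In bottle gourd miR168 was second with 15.2% (14.9 to 15.5) and miR164 the third with 9.04% (8.82 to 9.26). Summing reads over all members they match placed miR164 second in bottle gourd, with 5.86%, and miR168 the third, with 3.09%. The second family of moschata and pepo was followed by miR172, with 2.51% and 2.29%.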

Low expression levels of miR162 and miR393 has been reported in diverse plant species [50,51]. Overall, our data demonstrated that considerable variabilty exists within the four species of Cucurbitaceae with regard to abundance of miRNA families.

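Families differed at least 4-fold in every pair of libraries except moschata and pepo, where none did, among families with at least 10 reads in either library. Against moschata, bottle gourd was higher in 8 families and lower in 4. Its excess was 5.90-fold for miR170/171 (95% interval 3.95 to 9.09) and 5.34-fold for miR164 (5.01 to 5.70), whereas miR319 was 10.7-fold higher in moschata (8.45 to 13.8). Against pepo, bottle gourd was higher in 9 families and lower in 4. Watermelon was higher than bottle gourd in 13 families and lower in 3. Among these were miR2111, higher in watermelon 11.0-fold (7.36 to 17.2), and miR158. The miR158 ratio was 17.6 against the floor of 3 reads for the 0 in bottle gourd, and its exact interval starts at 13.8. The miR398 family was 22.8-fold higher in bottle gourd than in watermelon (3.71 to 936, 1 read in watermelon), but 33 reads in bottle gourd and 28 in watermelon lay within 2 mismatches of it. Watermelon was higher than moschata in 15 families and higher than pepo in 14, and lower in none. Its excess over moschata was 35.5-fold for miR170/171 (24.5 to 53.3), 27.7-fold for miR2111 (15.2 to 56.1), 19.6-fold for miR164 (18.5 to 20.9) and 17.8-fold for miR396 (15.2 to 21.1). When the totals of Table 1 were the denominator, bottle gourd was higher than moschata in 2 families and higher than pepo in 2, and its ratio to moschata was 1.97 for miR170/171 and 1.78 for miR164, while miR319 was 32.2-fold higher in moschata. Watermelon was then higher than bottle gourd in 18 families and lower in 1. Within 2 mismatches, miR170/171 had 47.1 tpm in bottle gourd, 16.1 in moschata and 158.7 in watermelon. The paper concludes that the abundance of miRNA families varies considerably among the 4 species.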

### Dynamic regulation of conserved miRNAs in cucurbit tissues

Since small RNA libraries were generated from the pooled equimolar RNA isolated from the leaf, stem and fruit tissues, it is difficult to ascertain if the differences in miRNA abundance observed in the libraries are due to similar/different abundance between these tissues. It is known that miRNA profiles are dynamically regulated in developing tomato fruit [48] suggesting an important role for the miRNAs in fruit development and maturation. Similarly, miRNA profiles in developing rice seeds are quite different [52] suggesting an important role for the miRNAs in fruit/seed development [53,54]. In order to identify miRNAs that are differentially expressed in fruit and leaves, we analyzed expression profiles of a subset of miRNAs (miR156, miR159, miR164 and miR166) in fruit and leaves of 4 cucurbits using q-PCR. miR164 expression levels in leaves as well as in fruits was significantly higher in watermelon when compared to the corresponding tissues of 3 other cucurbits as shown by q-PCR assay(Figure 3). miR164 expression levels were also significantly higher in fruits of moschata and watermelon compared to its levels in leaves (Figure 3). In general, the miR156 levels appear to be higher in fruit as compared to the leaf in all cucurbits (Figure 3). However, t-test indicated that the differences were only significant between leaves and fruits of pepo (Figure 3). On the other hand, miR159 levels seem to be higher in leaves as compared to fruit in all cucurbits, although statistically not significant (Figure 3). However, small RNA blot analysis in leaves and fruits of moschata and pepo indicated a greater abundance of miR159 in leaves compared to fruit tissue (Figure 4). Similarly, q-PCR analyses indicated no significant differences for miR166 levels between the leaves and fruits of different cucurbits (Figure 3), whereas small RNA blot comparisons between moschata and pepo showed a high level expression in leaves of pepo compared to the fruits. The discrepancy between q-PCR and small RNA blot analysis could be attributed to the fact that the small RNA blot analysis (hybridization-based determination) measures the abundance of entire miRNA family (most conserved miRNAs are represented by multiple members with the same sequence or sequence that differ by 1 or 2 nucleotides) whereas q-PCR is measuring one member of that particular family.

**Figure 3:**
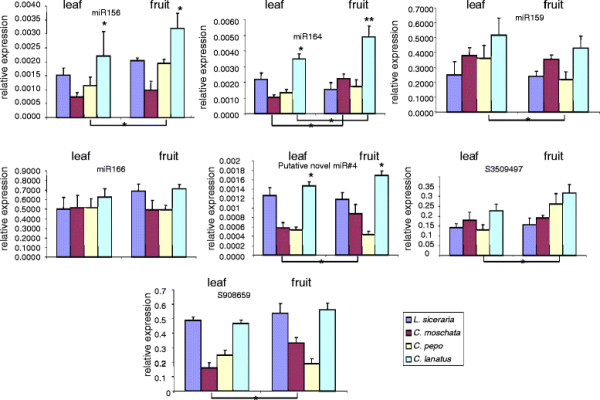
**Expression profiling of conserved and putative novel miRNAs in leaf and fruit tissues of different cucurbits by qPCR analysis.** The asterisks indicate that the expression values were significantly different. Asterisks with connecting line indicate differences in expression levels of leaf and fruit tissues in the same species that are significant (*: P <0.05; **: P < 0.01; Student’s *t* test).

**Figure 4:**
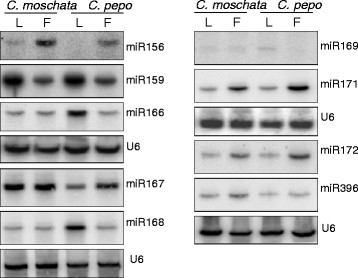
**Small RNA blot analysis in leaf and fruit tissues of *C. moschata *and *C. pepo*.** The U6 probe served as a loading control.

### Differential miRNA abundance in leaf and fruit tissues of moschata and pepo

*C. moschata* and *C. pepo* are two closely related species in Cucurbitacea family that show a high level of macro-synteny in their genomes [55]. In order to examine miRNA expression profiles in leaves and fruit tissues of these two species, we carried out blot analysis for several conserved miRNAs. Expression pattern of nine miRNAs analyzed in these two tissues had a similar profile in both species although some differences were noticed (Figure 4). For instance, miR166, miR167 and miR168 showed almost similar abundance in leaves and fruits of moschata, but their levels differed between leaves and fruits of pepo. miR166 and miR168 abundance was higher in leaves whereas miR167 abundance was higher in fruits of pepo. Expression level of miR159 was particularly high in leaves of both moschata and pepo. By contrast, miR156, miR171 and miR172 expression levels were relatively higher in fruits of both species (Figure 4). miR156 is generally considered to be an abundantly expressed miRNA in leaves. However, it has recently been noted that expression of miR156 increases during fruit ripening in tomato as observed here [56]. Abundance of miR396 was similar in leaves and fruits of pepo but slightly higher in fruits of moschata. Of the different miRNAs studied, miR169 had the least expression in both tissues and only a faint signal was detected, which is again consistent with the normalized read count (Figure 4 and Additional file 1). Expression level of miRNAs determined from q-PCR and small RNA blot analysis did not correlate in certain cases and such differences between different methodologies have been noticed earlier when measuring the miRNA abundance [57-59]. The observed differences could also be due to the differential sensitivity of each of these two methods’ i.e., q-PCR measures the abundance of individual miRNA, whereas small RNA blot analysis measures the abundance of multiple miRNAs belonging to a specific miRNA family.

### Putative novel miRNAs in cucurbits

Our analysis of small RNA sequences in 4 cucurbit libraries has identified several potential novel miRNAs of 21 to 24 nt in length with characteristic fold-back structures of miRNA precursors (Figure 5). In general, novel miRNAs represent either lineage-specific or species-specific miRNAs and are expressed at low levels. Cloning of a miRNA^*^ in addition to the miRNA strand enhances the precision of miRNA annotation [8,60]. We did not detect any miRNA* corresponding to the potential new miRNAs in our libraries. However, the recovery of these sequences in several related species suggests their possible conservation and precise processing. 

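Reads of 20 to 22 nt that could pair with a candidate miRNA as its miRNA* strand, with 2-nt overhangs at the 3′ ends and at most 4 mismatches, were searched in all 4 libraries. For miR#1, 92 sequences with 797 reads were found, with at least 2 mismatches each, and of 200 shuffled sequences of the same bases 4 gave as many sequences and 3 as many reads. For miR#2, 100 sequences with 119 reads were found, and 49 and 82 of the shuffled sequences gave as many. For miR#3 there were 30 sequences with 51 reads, matched by 68 and 39 shuffled sequences, and for miR#4 19 sequences with 49 reads, matched by 139 and 59. The same search for conserved miRNAs found 33 sequences with 143 reads for miR390, down to 0.5 mismatches, and 36 sequences with 347 reads for miR168, of which a single form had 239. Without precursor sequences the search cannot tell a strand of the same hairpin from an unrelated read. From the recovery of the candidates in several related species, the paper proposes that they are possibly conserved and precisely processed.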

Because we did not recover miRNA* species for these novel small RNAs, we annotate 4 small RNAs as potential new miRNAs in cucurbits (Table 2). Of these, two (miR#1 and miR#4) were recovered in all 4 cucurbits and two (miR#2 and miR#3) were recovered in 3 cucurbit species (bottle gourd, moschata and pepo), indicating that they might represent lineage-specific miRNAs. 

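The miR#1 sequence was read in all 4 libraries, at 2.52 tpm in bottle gourd (95% interval 1.52 to 3.94), 13.8 in moschata (11.3 to 16.6), 13.8 in pepo (11.6 to 16.4) and 10.6 in watermelon (8.38 to 13.3). It is the same sequence as miR2950 of Additional file 1. The miR#4 sequence, TACCCTTGGCTGTCTGAGCAC, had 14 reads in bottle gourd, 29 in moschata, 41 in pepo and 0 in watermelon, which allows up to 0.420 tpm there, and no read of watermelon began with its first 18 nt. The miR#3 sequence, TGTGATGATGAGCTGCTAACA, had 14 reads in bottle gourd, 2 in moschata, 1 in pepo and 0 in watermelon. The miR#2 sequence, TGTTGGATCGGTATGGCAA, had 3, 1, 1 and 0 reads. Reads that begin with the first 18 nt of miR#3 numbered 44 in bottle gourd, 3 in moschata and 8 in pepo, and the 21-nt form made up 31.8% of them in bottle gourd. The paper proposes that the candidates might be lineage-specific miRNAs.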

As observed for conserved miRNAs, the read numbers of novel candidate miRNAs in moschata and pepo were very similar. 

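The pepo level of miR#1 was 1.01-fold that of moschata (95% interval 0.776 to 1.31) and that of miR#4 1.17-fold (0.708 to 1.95). The few reads of miR#3 gave a ratio of 0.413 (0.00700 to 7.93) and those of miR#2 a ratio of 0.825 (0.0105 to 64.8), so a difference of several fold was not detectable at this depth.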

MicroRNAs that have been previously designated to be species-specific in other plants were also recovered in our libraries. For example, miR#1 that was recovered in all four cucurbit libraries was earlier shown to be specific to grapes (miRC2) [32]. 

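The 3′ end varied little among the reads that begin with the first 18 nt of miR#1. Of these reads, the 21-nt sequence of Table 2 itself made up 19 of 20 in bottle gourd, 110 of 120 in moschata, 134 of 146 in pepo and 76 of 80 in watermelon. For comparison, the 21-nt form of miR#4 made up 35.9%, 46.8% and 50.6% of such reads in bottle gourd, moschata and pepo, and a form longer by 1 nt, TACCCTTGGCTGTCTGAGCACT, 20.5%, 40.3% and 34.6%.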

With increasing sequencing depth, and analysis of diverse tissues, miRNAs previously identified as species-specific are becoming common in other plants. q-PCR analysis indicated that the miR#4 levels were significantly greater in leaves and fruits of watermelon compared to their respective tissues in 3 other cucurbits. miR#4 levels also displayed significantly higher abundance in fruits compared to leaves in moschata (Figure 3). 

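The reads that start and end as the primers of Additional file 3 require had the sequence CCCAGTCCCGAACCCGTCGGCT for s3509497. It was read 2846 times in bottle gourd (378 tpm, 95% interval 364 to 392), 3956 times in moschata (495, 479 to 510), 4798 times in pepo (495, 481 to 509) and 364 times in watermelon (51.0, 45.9 to 56.5). For s908659 the sequence was ACAGGGTATTGTAAGTGGCAG, with 663 reads in bottle gourd (88.0 tpm, 81.5 to 95.01), 195 in moschata (24.4, 21.1 to 28.1), 208 in pepo (21.5, 18.6 to 24.6) and 293 in watermelon (41.0, 36.5 to 46.0). Reads of any end that contain the start of s3509497 reached 1167, 1126, 1156 and 102 tpm in the 4 libraries, and those for s908659 reached 407, 192, 180 and 128. The rRNA genes themselves were not used here, so the origin of these sequences was not examined.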

Two other small RNAs s350949 and s908659 that were recovered in high numbers in our libraries, found to be derived from rRNAs representing rRNA-derived small RNAs. Interestingly these also showed differential expression between fruit and leaves (Figure 3).

**Figure 5:**
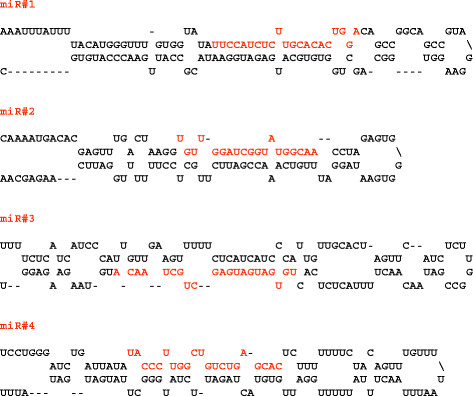
Predicted fold-back structures of putative novel miRNAs in cucurbits.

**Table 2:** Normalized abundance (TPM) of putative novel miRNAs and their predicted targets in cucurbits

**miRNA**	**Sequence**	**Number of normalized reads**				**Targets**	
		**Bottle gourd**	**Moschata**	**Pepo**	**Water melon**	**Pepo**	**Watermelon**
miR#1	UUCCAUCUCUUGCACACUGGA	3	16	14	11	PU022623 (ubiquitin-protein ligase) ;	WMU58406 (acetolactate synthase)
						PU061865 (unknown protein) ;	WMU41511 (unknown protein)
						PU134802 (unknown protein)	
miR#2	UGUUGGAUCGGUAUGGCAA	13	17	13	0	PU119447 (unknown protein) ;	
						PU062878 (unknown protein) ;	
						PU005456 (zinc finger-like superfamily protein)	
						PU036654 (glycine rich protein);	
						PU014282 (unknown protein)	
miR#3	UGUGAUGAUGAGCUGCUAACA	7	1	2	0	PU057169 (glyceraldehyde-3-phosphate dehydrogenase)	
						PU043518 (unknown protein)	
miR#4	UACCCUUGGCUGUCUGAGCAC	19	26	23	3	PU084326 (cytochrome c oxidase)	WMU42945 (cytochrome c oxidase)

### Identification of TASi locus and tasiRNAs in cucurbits

Endogenous siRNAs comprise trans-acting siRNAs (tasiRNAs), natural anti-sense transcript-derived siRNAs (NATsiRNAs) and repeat-associated siRNAs (rasiRNAs) in plants [38]. Accurate annotation of siRNAs requires the knowledge of complete genomes. TasiRNAs are the only siRNAs that are conserved among diverse plant species and therefore these can be identified easily. Transcript from TAS3 locus harbors a tandem repeat of 21-nt almost identical sequences and possesses dual miR390 complimentary sequences. miR390 guided cleavage of TAS3 transcript at the 3′ end leads to production of dsRNA which is further processed by DCL4 to release tasiRNAs [61].

In order to identify TAS3 siRNA loci in cucurbits and tasiRNAs derived from these loci, we analyzed small RNAs that are mapped to genome and surrounded by two miR390 target sites. At least one tasiRNA locus (TAS3a) with dual miR390 binding sites was identified in each of watermelon (unigene WMU79039) and pepo (unigene PU001490) genomes, and the two target sites are separated by 220 nt and 215 nt in watermelon and pepo respectively (Figure 6a,b). 

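The watermelon TAS3 transcript, unigene WMU79039, is 264 nt long as printed, and the pepo transcript, unigene PU001490, 259 nt. The 5′ sites for miR390 are GGCGCTATCCTAACTGAGCTT in watermelon and GACGCTATCCTAACTGAGTCT in pepo, and the 3′ sites are TTGTCTATCCCTCCTGAGCTA and TTGTCTATCCCTCTTGAGCTG. Between the sites lie 222 nt in watermelon and 217 nt in pepo, against 220 and 215 nt in the paper. The transcripts were copied by eye from the picture, and the cause of this difference was not examined. In watermelon the 5′ site has 3 unpaired or G:U positions with AAGCTCAGGAGGGATAGCGCC and the 3′ site 5, and in pepo each site has 6. The 21-nt sequence complementary to auxin response factors, TTCTTGACCTTGTAAGACCTT, stands a single time in the watermelon transcript and 2 times in that of pepo, and its near copy TTCTTGACCTTGTAAGACCCA stands a single time in each.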

In both genomes, the 3′ target site has perfect complementarity at positions 9–12 nt from the 5′end of the miRNA, whereas the 5′ target has 2 mismatches and a G:U wobble in this position indicating that the 5′ target site may not be cleaved as shown in Arabidopsis (Figure 6c,d). 

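Small RNAs from both TAS3 transcripts were read in every library. The watermelon transcript matched 9123 reads of its own library (1277 tpm), 8003 of them antisense, and the pepo transcript matched 4048 reads of pepo (418 tpm) and 3456 of moschata (432 tpm). The siRNA TTCTTGACCTTGTAAGACCTT, which targets auxin response factors, had 7 reads in bottle gourd, 21 in moschata, 26 in pepo and 64 in watermelon. Its near copy TTCTTGACCTTGTAAGACCCA, which the transcripts also contain, was more frequent, with 130, 59, 105 and 371 reads. The second sequence printed in Figure 6e, TTCTTGACCTTGTTTGACCCA, does not occur in the printed transcripts and had 0 reads in all 4 libraries, also within 1 mismatch.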

Several siRNAs derived from these loci including tasiRNAs that aligned perfectly to tasiRNAs in Arabidopsis (atTAS3b_D8(+) and rice (osTAS3b_6(+) were found in the libraries (Figure 6e). In addition to these two precisely excised tasiRNA, several tasiRNA variants also appeared in the libraries (data not shown). 

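The most abundant small RNA of the watermelon TAS3 transcript was an antisense siRNA, TATGAAATCAAATGGATGGTA, with 53.0% of the 8495 reads of 21 nt. On the pepo transcript it was TCAAGAAGAAGACTCTGTAAG, also antisense, with 45.0% of the 2494 reads of 21 nt in moschata and 43.5% of the 2859 in pepo. Cleavage by miR390 at the 3′ site sets a 21-nt register for the siRNAs that follow. In watermelon 3.78% of the 21-nt reads lay in this register (95% interval 3.38 to 4.21) and 60.3% lay 1 nt upstream of it, 64.1% together. Of the 5121 reads 1 nt upstream, 4501 were copies of TATGAAATCAAATGGATGGTA, and without it 15.5% of the other 3994 reads lay 1 nt upstream and 23.6% in these registers together. In bottle gourd, reads of the watermelon transcript lay in these registers in 71.8% of 476 cases, and in 61.3% without its most abundant sequence, TTCTTGACCTTGTAAGACCCA. On the pepo transcript the share in these registers was 14.5% in moschata and 16.1% in pepo, and 26.4% and 28.4% without TCAAGAAGAAGACTCTGTAAG. Across species it was 78.7% in bottle gourd and 73.2% in watermelon on the pepo transcript, and 35.2% in moschata and 37.0% in pepo on the watermelon transcript. Of distinct 21-nt sequences, 25% of 72 lay in these registers in bottle gourd (95% interval 15.5 to 36.6), 14.7% of 150 in watermelon (9.43 to 21.4), 15.5% of 148 in moschata (10.1 to 22.4) and 15.7% of 153 in pepo (10.3 to 22.4), and 9.52% of all positions lie in them. The register 1 nt upstream, the shares without the most abundant sequence and those of distinct sequences were chosen after the data had been seen.

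**Figure D4:**
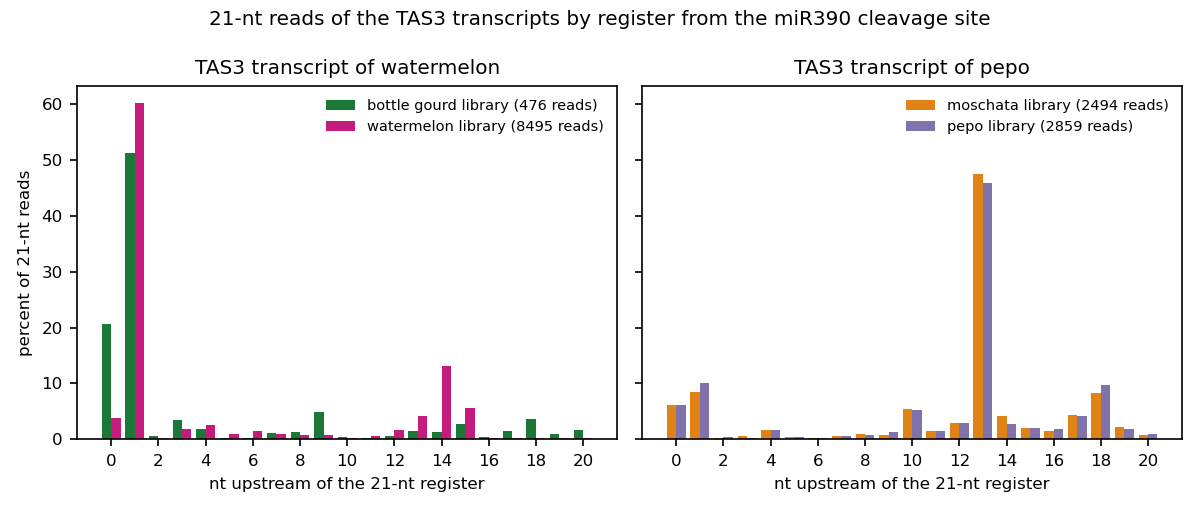
Percent of the 21-nt reads of a TAS3 transcript (y axis) by their distance in nt upstream of the 21-nt register (x axis). The register is set by the predicted miR390 cleavage at the 3′ site. Left, watermelon transcript with the bottle gourd library (476 reads) and the watermelon library (8495 reads), whose tallest bars stand 1 nt upstream. Right, pepo transcript with moschata (2494 reads) and pepo (2859 reads), whose tallest bars stand 13 nt upstream.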

Based on the predicted cleavage of TAS3 transcript by miR390, a positive correlation can be expected between miR390 and TAS3siRNAs and our normalized read counts agree with this view in all cucurbits analyzed (Figure 6f).

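The tandem TAS3 siRNAs and miR390 were both most abundant in watermelon and next in bottle gourd. The tandem siRNAs had 60.9 tpm in watermelon (95% interval 55.3 to 66.9), 18.2 in bottle gourd (15.3 to 21.5), 13.5 in pepo (11.3 to 16.0) and 10.0 in moschata (7.93 to 12.4). The miR390 level was 47.3 tpm in watermelon (42.4 to 52.6), 26.6 in bottle gourd (23.0 to 30.5), 9.63 in moschata (7.60 to 12.0) and 8.57 in pepo (6.82 to 10.6). The intervals of moschata and pepo overlap for both. No correlation is given, since 4 libraries are too few for it. With the totals of Table 1 as denominator, bottle gourd had the lowest level of the tandem siRNAs, at 4.62 tpm, and less miR390 than moschata, at 6.75 and 7.34 tpm. The paper reasons that, with the predicted cleavage of the TAS3 transcript by miR390, the siRNAs and the miRNA can be expected to correlate positively, and states that its read counts fit this view.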

**Figure 6:**
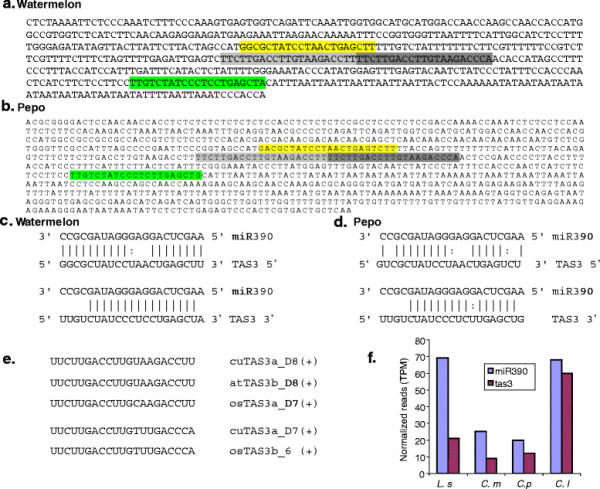
**Identification of ta-siRNA transcripts in cucurbits.** Nucleotide sequence of TAS3 locus derived transcripts in watermelon (**a**) and pepo (**b**). The 5′ and 3′ miR390 target sites are shown in yellow and green respectively and sequences that are complementary to auxin response factors are indicated in grey. Complementarity of TAS3 target sites and miR390 in (**c**) watermelon and (**d**) pepo. **e**). Sequence alignment of the processed TAS3 siRNAs in cucurbits to known TAS3 siRNAs from Arabidopsis and rice. **f**). Relative cloning frequency of TAS3a siRNAs and miR390 in four cucurbits: bottle gourd, moschata, pepo and watermelon.

### miRNA targets in cucurbit transcriptome

In order to predict potential targets of miRNAs, currently annotated coding sequences from the cucurbit genomics database (http://www.icigi.org/) [62] were searched for the complimentary mRNA sequences. Further, EST databases in NCBI were also searched for transcripts that are potential targets of conserved miRNAs in cucurbits. Of the 4 cucurbits studied, very limited genomic information is available for *Lagenari*a and*. C. moschata* and therefore searching databases did not result in any hits. Accordingly, predicted targets were confined to watermelon (*C. lanatus var. lanatus*) and *C*. *pepo* genomes (Table 3). In addition, melon genome (*C. melo*) has also been searched for possible hits, because it is a closely related species of watermelon and genome has been partially sequenced. Because of the incomplete nature of genome sequence, unigenes in cucurbits were not fully annotated, but showed highest homology with that of known targets (Table 3). We were able to predict targets for several conserved miRNAs in our data set (miR156, miR159, miR164, 170/171, miR172, miR393, miR395, miR398). These targets include transcription factors (Squamosa Promoter-binding like factors, MYB transcription factors, Scarecrow-like/GRAS family transcription factors, Auxin Response factors) and genes implicated in auxin signaling (Transport Inhibition Response 1) and genes involved in sulfate assimilation such as ATP Sulfurylase 1. Target genes for conserved miRNAs are conserved across species and this trend was generally reflected in cucurbits. We also identified unigene sequences that are potential targets for the candidate novel miRNA sequences in watermelon and pepo genomes (Table 2, Additional file 2). Only one or two targets were identified for each of these candidate miRNAs, except for miR#2 for which multiple potential targets were found. These targets included transcripts encoding proteins involved in enzymatic activity and structural proteins although in many cases the targets were identified as unknown proteins or not annotated. 

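Additional file 2 aligns miR#1 with 5 unigenes, miR#2 with 5, miR#3 with 2 and miR#4 with 2. Counting 1 for a mismatch or gap and 0.5 for a G:U pair, the best scores were those of miR#1 with PU022623, which encodes a ubiquitin-protein ligase, and with 2 pepo unigenes of unknown product, 1.5 each. The score of WMU58406, which encodes acetolactate synthase, the first enzyme of branched-chain amino acid synthesis, was 2.5. The miR#2 alignments scored between 2 and 3, and that with PU005456, a zinc finger protein, has an unpaired base at positions 10 to 11, where slicing takes place. Both miR#3 targets scored 3, among them PU057169, a glyceraldehyde-3-phosphate dehydrogenase of glycolysis. Both miR#4 targets encode a cytochrome c oxidase, with a score of 3 for PU084326 and 4 for WMU42945. The latter lies above the maximum of 3.5 in the paper's methods, which do not state how a gap counts. Its alignment has 1 gap.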

With the availability of complete annotation of the sequence information in cucurbits, more accurate prediction and verification would become possible. Limited genomic information has hindered efficient prediction of targets for both conserved and novel miRNAs.

**Table 3:** Potential targets for conserved miRNAs in cucurbits

**miRNA**	**Watermelon**	**Pepo**	**Melon**	**Targets showing highest homology**
miR156	WMU3171	PU007476	MU34102	Squamosa promoter-binding protein-like (SPL) proteins
miR159	WMU2129	-	MU26436, MU24935,MU38257	MYB-like binding factors
	WMU63294			
miR160	-	-	MU38981	Auxin response factor (ARFs)
miR164	WMU579, WMU1219	PU030339	MU22717	NAC domain protein
	WMU1019			
miR170	-	-	MU2467	Scarecrow-like (SCL1) and GRAS family transcription factors
miR171	-	PU018031,PU001874, PU001874	MU25825	unknown proteins
miR319	WMU3608	PU002536,PU074309, PU067878,PU002536, PU115341	MU43136, MU27101	TCP/DNA binding proteins
miR393	WMU2032	PU077916	MU21869	Auxin receptors and BLH transcription factors
	-	-	MU38945	
miR395		PU044572,PU044572, PU044572	MU24817, MU27572	ATP sulfurylase
miR398	WMU38615	-	MU25081	Putative blue copper binding protein
miR408	WMU1327	-	MU25436	Plastocyanin-like domain-containing protein

## Conclusions

Comparative miRNA profiling in four cucurbits led to the identification of conserved (highly conserved as well as somewhat less conserved) miRNAs in cucurbits. Additionally, 4 putative new miRNAs are identified in these four cucurbits. Expression analysis showed differential regulation of several conserved miRNAs between leaves and fruit tissues of cucurbits. Our analysis also demonstrates considerable variability within four cucurbits with regards to expression of individual miRNAs. Even more strikingly, several miRNAs expression patterns differed between *C. moschata* and *C. pepo*, the two closely related cucurbits analyzed in this study. The predicted targets for conserved miRNAs suggested the involvement of miRNAs in regulating growth and development as well as other important physiological processes in cucurbits.

## Methods

### Small RNA library construction and sequence analysis

Total RNA was isolated from different tissues (leaf, stem and flesh, rind and placenta of the fruits) using TRIzol reagent and small RNA libraries were generated from four cucurbit species: bottle gourd (*Lagenaria siceraria* (accession Grif 1617 collection from India))*, Cucurbita moschata* (accession Grif 14244 Early Butternut) *Cucurbita pepo* (accession NSL98075 Table King), and watermelon *(Citrullus lanatus var. lanatus)* (PI 438676 Charleston Grey) by pooling equimolar amounts of total RNA from the aforesaid tissues. Construction of small RNA libraries from size fractionated RNA was carried out as described previously [13]. In brief, small RNA fractions of 18–28 nt were isolated from 15% denaturing polyacrylamide gels and sequentially ligated to 5′ and 3′ RNA adapters. Small RNAs ligated with adapters were converted to DNA by RT-PCR following Solexa protocol. The final PCR product was gel purified and sequenced by Genome Analyser II (Illumina).

Analysis of sequence reads from four cucurbit libraries was performed as described previously [13,16]. Briefly, adaptor sequences of the raw reads were removed and the small RNAs in between the adaptors were extracted. Unique small RNAs were obtained after eliminating redundant sequences. Reads mapped to known non-coding RNAs (rRNAs, tRNAs, snRNAs, snoRNAs) and repeats were removed from unique RNAs by aligning to databases Rfam [63] and Repbase [64], and the Plant Repeats database [65]. Remaining small RNAs were searched in the miRBase database [66] (release 16, obtained from http://microrna.sanger.ac.uk/sequences/ftp.shtml) to identify conserved microRNAs. Small RNAs mapping to known miRNAs of other plant species were designated conserved miRNAs in cucurbits. The genome sequence of cucumber was obtained from the Cucumber Genome DataBase [67]. To identify novel miRNAs, unique small RNAs with more than 10 genomic hits in cucumber genome were removed because they might possibly come from repeat-rich loci. The potential candidate miRNAs were identified by folding the flanking genome sequence of unique small RNAs using the RNAfold program [68]. To identify TAS genes and tasiRNAs in cucurbits, the genomes of watermelon and pepo genomes were searched using Hitsensor scores for possible miR390 binding sites [69] separated by 200 to 300-nt.

### Bioinformatic prediction of miRNA targets

To predict potential targets for cucurbit miRNAs, partially annotated coding sequences (unigenes) in watermelon, pepo and melon genomes were used for searching sequences complementary to the miRNAs (Cucurbit Genomics Database: http://www.icugi.org) [62]. A scoring matrix that allows a maximum of 3.5 mismatches (G:U accounts for half mismatch) between the miRNA and its target mRNA was used in the analysis [70]. In order to get putative annotation for the target genes, sequences identified as targets were BLAST searched and the genes showing highest homology in other plants were assigned as putative annotation in cucurbits.

### qRT-PCR analysis

Expression profile of miRNAs in cucurbits was verified by performing stem loop RT-PCR as described previously [71]. One microgram total RNA in leaf and fruit tissue was used to perform RT reaction with miRNA specific RT primers and 1:10 diluted cDNA was used in q-PCR experiments. RT stem-loop primers and all other primers used are given in Additional file 3. Real-Time PCR was carried out using Maxima^TM^ SYBR Green q-PCR Master Mix in an ABI7500 Real-Time PCR System. The relative expression was obtained using delta-Ct method and actin as reference gene. The data shown was mean of 3 replicates. Student t-test was used to determine the significant differences between different tissues as well as in the same tissue of different cucurbits.

### Small RNA blot analysis

Total RNA (100 μg) was resolved on a 15% polyacrylamide gel containing 7 M urea in TBE buffer. Size-fractionated small RNAs were then transferred to Hybond-N + (Amersham) membranes, UV cross-linked and baked for 1 h at 80°C. After pre-hybridization, blots were hybridized at 38°C with a ^32^P-labeled DNA oligo probe complementary to miRNA sequence. After washing, blots were exposed to phosphor screen and scanned using a phosphorimager. Blots were used for reprobing after thorough stripping.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

GJ constructed the small RNA library, YZ analyzed the libraries, NP isolated the RNA from different tissues, GJ performed the expression analysis with KGs’ assistance, RS and UKR designed the study, GJ and RS wrote the manuscript. All authors read and approve the manuscript.

## Supplementary Material

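Additional file 1 gives, for each conserved miRNA sequence, its normalized reads in the 4 libraries, with a row for every member of a family. A member in this table is a sequence already known from another plant, and several members of a family often differ in a base or in length only, so that a read can lie within 2 mismatches of more than 1 of them. Over the listed members with at least 10 tpm in the table or by either count below, and with 1 tpm added to each value, the median distance of the table's values from the exact-match level was 2.73 on the log2 scale in bottle gourd (83 members), 2.53 in moschata (74), 2.54 in pepo (74) and 1.00 in watermelon (89). From the level of reads within 2 mismatches, summed over every member they match, the distance was 0.47, 0.54, 0.55 and 4.68.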

Additional file 1 **Table 1.** Identified conserved miRNAs from four different *Cucurbitaceae* members. Click here for file

Additional file 2 Target prediction for new miRNAs. Click here for file

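In Additional file 2 each alignment sets the candidate miRNA against the stretch of a pepo or watermelon unigene to which it could bind, and the unigene sequence follows. Plant miRNAs guide cleavage of transcripts to which they pair almost completely, so a low count of mismatches marks a likely target. Few small RNAs of the libraries came from these unigenes. Of the 14 unigenes, none matched more than 1 read per strand in pepo or in watermelon.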

Additional file 3 **Table 2.** Primers used for real-time RT PCR analysis. 

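Additional file 3 lists the stem-loop primers for reverse transcription and the forward primers for PCR. The last 6 bases of a stem-loop primer pair with the 3′ end of the miRNA. How far forms with another 3′ end are primed was not examined. Sequences that end as the miR164 primer requires made up 87.5% of the family's exact-match reads in bottle gourd, 79.7% in moschata, 77.8% in pepo and 55.8% in watermelon. For miR171 the share was 95.03%, 72.4%, 77.1% and 99.5%, and for miR156 and miR159 it was at least 97.1% in every library.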

Click here for file

# Supplementary material for: Characterization of the small RNA component of leaves and fruits from four different cucurbit species
**Source:** BMC Genomics. 2012 Jul 23;13:329. doi: 10.1186/1471-2164-13-329
**Supplement:** Additional file 1 — Table 1. Identified conserved miRNAs from four different Cucurbitaceae members.

Suppl. Table 1. Identified conserved miRNAs from four different *Cucurbitaceae* members

Supp Table 2: primers used for real-time RT PCR analysis

| cuc-miR156-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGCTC |
| --- | --- |
| cuc-miR159-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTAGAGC |
| cuc-miR164-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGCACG |
| cuc-miR166-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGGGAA |
| cuc-miR171-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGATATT |
| cuc-miR156-FP | GCGGCGGTGACAGAAGAGAGT |
| cuc-miR159-FP | CGGCGGTTTGGATTGAAGGGA |
| cuc-miR164-FP | CGGTGGAGAAGCAGGGCA |
| cuc-miR166-FP | TCGCTTCGGACCAGGCTTCA |
| cuc-miR171-FP | TTCCTTGATTGAGCCGCGCC |
| cuc-novel 1( s6657814) RT | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACG TGC TC |
| cuc-novel 9(s3509497) RT | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACA GCC GA |
| cuc-novel 10 (s908659) RT | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACC TGC CA |
| cuc-novel 1(s6657814) FP | GGC GGT ACC CTT GGC TGT CT |
| cuc-novel 9( s3509497) FP | GCG GCG GCC CAG TCC CGA ACC CG |
| cuc-novel 10 (s908659) FP | GCG GCG GAC AGG GTA TTG TAA G |

# Supplementary material for: Characterization of the small RNA component of leaves and fruits from four different cucurbit species
**Source:** BMC Genomics. 2012 Jul 23;13:329. doi: 10.1186/1471-2164-13-329
**Supplement:** Additional file 2 — Target prediction for new miRNAs.

**Additional file 2**

**Target prediction for new miRNAs**

***1. Target for cuc-miR1 (*sequence *UUCCAUCUCUUGCACACUGGA)***

***a)* watermelon**

**WMU58406 sequence (acetolactate synthase)**

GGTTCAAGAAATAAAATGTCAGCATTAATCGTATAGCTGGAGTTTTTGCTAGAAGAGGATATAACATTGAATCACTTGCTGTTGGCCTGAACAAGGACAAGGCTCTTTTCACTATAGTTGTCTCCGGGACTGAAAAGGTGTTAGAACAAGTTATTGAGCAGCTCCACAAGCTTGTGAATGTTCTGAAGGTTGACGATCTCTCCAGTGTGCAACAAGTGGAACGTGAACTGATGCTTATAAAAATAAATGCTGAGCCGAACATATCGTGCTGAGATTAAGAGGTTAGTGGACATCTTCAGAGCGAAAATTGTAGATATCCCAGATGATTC

**WMU58406 alignement**(201-221)

WMU58406 5'UCCAGUGUGCAACAAGUGGAA 3'

||||||||||||x|x:|||||

cuc-miR1 3'AGGUCACACGUUCUCUACCUU 5'

**WMU41511 sequence (hypothetical protein)**

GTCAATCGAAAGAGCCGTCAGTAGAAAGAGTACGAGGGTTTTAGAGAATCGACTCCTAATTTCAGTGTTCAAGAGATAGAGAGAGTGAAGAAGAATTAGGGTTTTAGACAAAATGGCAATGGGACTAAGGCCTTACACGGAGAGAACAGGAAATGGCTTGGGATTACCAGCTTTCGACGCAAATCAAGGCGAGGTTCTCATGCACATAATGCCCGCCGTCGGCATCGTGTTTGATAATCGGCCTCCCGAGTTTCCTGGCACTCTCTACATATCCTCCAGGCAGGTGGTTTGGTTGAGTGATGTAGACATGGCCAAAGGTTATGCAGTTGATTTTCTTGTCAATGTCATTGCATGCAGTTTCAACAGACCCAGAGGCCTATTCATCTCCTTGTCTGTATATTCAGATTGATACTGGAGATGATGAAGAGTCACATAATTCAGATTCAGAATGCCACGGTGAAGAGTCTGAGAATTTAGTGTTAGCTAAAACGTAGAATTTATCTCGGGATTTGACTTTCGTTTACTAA

**WMU41511 alignment**(61-81)

WMU41511 5'UUCAGUGUUCAAGAGAUAGAG 3'

|:||||||x||||||||x||:

cuc-miR1 3'AGGUCACACGUUCUCUACCUU 5'

***b)* pepo:**

**PU022623 sequence (ubiquitin-protein ligase)**

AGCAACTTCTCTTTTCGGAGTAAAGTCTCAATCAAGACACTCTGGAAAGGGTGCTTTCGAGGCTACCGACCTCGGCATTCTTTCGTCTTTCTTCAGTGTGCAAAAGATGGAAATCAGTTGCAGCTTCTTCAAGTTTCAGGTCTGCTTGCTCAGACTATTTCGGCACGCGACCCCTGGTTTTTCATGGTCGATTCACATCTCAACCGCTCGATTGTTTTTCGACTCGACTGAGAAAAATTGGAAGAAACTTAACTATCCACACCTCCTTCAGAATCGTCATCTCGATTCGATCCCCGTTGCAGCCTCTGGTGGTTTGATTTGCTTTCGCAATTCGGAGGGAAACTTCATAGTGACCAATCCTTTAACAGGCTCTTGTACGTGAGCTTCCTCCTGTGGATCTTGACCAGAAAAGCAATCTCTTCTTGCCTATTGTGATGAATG

PU022623alignment(92-112)

PU022623 5'UUCAGUGUGCAAAAGAUGGAA 3'

|:||||||||||x||||||||

cuc-miR1 3'AGGUCACACGUUCUCUACCUU 5'

**PU061865** **sequence (unknown protein)**

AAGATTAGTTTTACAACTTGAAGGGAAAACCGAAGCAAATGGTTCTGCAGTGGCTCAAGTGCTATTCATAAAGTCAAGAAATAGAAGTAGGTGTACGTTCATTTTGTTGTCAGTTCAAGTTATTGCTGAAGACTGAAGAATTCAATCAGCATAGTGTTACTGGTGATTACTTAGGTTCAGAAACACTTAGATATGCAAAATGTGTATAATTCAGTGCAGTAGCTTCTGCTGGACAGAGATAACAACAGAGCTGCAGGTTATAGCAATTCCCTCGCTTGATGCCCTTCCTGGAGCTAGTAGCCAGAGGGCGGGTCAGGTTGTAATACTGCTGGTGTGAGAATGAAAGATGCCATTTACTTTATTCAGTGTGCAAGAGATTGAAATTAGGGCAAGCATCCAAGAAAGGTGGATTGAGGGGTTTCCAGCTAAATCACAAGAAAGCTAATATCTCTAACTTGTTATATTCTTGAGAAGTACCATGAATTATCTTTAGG

PU061865 alignment(362-382)

PU061865 5'UUCAGUGUGCAAGAGAUUGAA 3'

|:|||||||||||||||x|||

cuc-miR1 3'AGGUCACACGUUCUCUACCUU 5'

**PU134802 sequence (unkown protein)**

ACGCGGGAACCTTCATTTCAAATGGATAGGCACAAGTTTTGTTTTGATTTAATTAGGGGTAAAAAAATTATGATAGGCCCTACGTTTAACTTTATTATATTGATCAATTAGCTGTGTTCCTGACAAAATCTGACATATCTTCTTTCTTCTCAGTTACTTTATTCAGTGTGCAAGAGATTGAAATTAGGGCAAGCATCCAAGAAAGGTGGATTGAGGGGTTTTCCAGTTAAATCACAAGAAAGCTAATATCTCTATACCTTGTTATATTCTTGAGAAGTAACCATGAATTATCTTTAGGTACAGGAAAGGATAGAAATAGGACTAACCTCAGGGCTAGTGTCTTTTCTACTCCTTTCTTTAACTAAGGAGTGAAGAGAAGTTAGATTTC

PU134802 alignment(162-182)

PU134802 5'UUCAGUGUGCAAGAGAUUGAA 3'

|:|||||||||||||||x|||

cuc-miR1 3'AGGUCACACGUUCUCUACCUU 5'

----------------------------------------------------------------------

***2. Target for* *cuc-miR2* (sequence UGUUGGAUCGGUAUGGCAA)**

**a) pepo**

**PU119447 sequence (unknown protein)**

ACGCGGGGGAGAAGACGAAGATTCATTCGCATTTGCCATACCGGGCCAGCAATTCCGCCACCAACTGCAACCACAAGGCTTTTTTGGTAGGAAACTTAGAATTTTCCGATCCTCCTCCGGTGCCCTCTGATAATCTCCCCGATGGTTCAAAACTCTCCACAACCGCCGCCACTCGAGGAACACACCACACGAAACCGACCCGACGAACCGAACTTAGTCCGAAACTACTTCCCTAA

PU119447 alignment(33-51)

PU119447 5'UUGCCAUACCGGGCCAGCA 3'

|||||||||||:x|||:||

cuc-miR2 3'AACGGUAUGGCUAGGUUGU 5'

**PU062878 sequence (unknown protein)**

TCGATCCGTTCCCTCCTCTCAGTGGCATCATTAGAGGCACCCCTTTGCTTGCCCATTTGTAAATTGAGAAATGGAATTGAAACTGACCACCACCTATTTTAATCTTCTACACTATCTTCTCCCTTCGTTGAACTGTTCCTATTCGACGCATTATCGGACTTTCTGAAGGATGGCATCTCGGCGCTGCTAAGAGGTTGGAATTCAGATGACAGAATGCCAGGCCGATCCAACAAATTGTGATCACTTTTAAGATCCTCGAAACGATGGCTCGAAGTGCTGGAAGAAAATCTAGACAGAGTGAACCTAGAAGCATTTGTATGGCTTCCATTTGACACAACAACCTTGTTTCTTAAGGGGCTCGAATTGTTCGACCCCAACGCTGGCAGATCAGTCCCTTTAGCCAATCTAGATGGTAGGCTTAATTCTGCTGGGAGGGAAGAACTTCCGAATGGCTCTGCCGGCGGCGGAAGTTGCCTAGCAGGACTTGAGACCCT

**PU062878 alignment mRNA (214-232)**

PU062878 5'AUGCCAGGCCGAUCCAACA 3'

x|||||x:|||||||||||

cuc-miR2 3'AACGGUAUGGCUAGGUUGU 5'

**PU005456 sequence (zinc finger-like superfamily protein)**

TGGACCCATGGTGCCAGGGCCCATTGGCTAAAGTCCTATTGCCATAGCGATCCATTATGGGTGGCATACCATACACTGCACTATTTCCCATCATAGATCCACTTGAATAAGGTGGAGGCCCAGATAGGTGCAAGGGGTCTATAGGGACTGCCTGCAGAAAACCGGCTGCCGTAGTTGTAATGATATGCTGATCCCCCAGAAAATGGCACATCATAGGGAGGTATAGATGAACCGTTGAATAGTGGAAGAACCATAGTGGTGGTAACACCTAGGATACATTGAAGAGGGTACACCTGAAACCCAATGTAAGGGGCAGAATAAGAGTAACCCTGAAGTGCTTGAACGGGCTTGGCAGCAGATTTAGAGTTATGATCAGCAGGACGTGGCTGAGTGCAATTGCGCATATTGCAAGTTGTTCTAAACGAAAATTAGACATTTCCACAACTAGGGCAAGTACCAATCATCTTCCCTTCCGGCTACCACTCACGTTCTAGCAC

PU005456 alignment(39-57)

PU005456 5'UUGCCAUAGCGAUCCAUUA 3'

||||||||x|||||||x:|

cuc-miR2 3'AACGGUAUGGCUAGGUUGU 5'

**PU036654 sequence(glycine rich protein)**

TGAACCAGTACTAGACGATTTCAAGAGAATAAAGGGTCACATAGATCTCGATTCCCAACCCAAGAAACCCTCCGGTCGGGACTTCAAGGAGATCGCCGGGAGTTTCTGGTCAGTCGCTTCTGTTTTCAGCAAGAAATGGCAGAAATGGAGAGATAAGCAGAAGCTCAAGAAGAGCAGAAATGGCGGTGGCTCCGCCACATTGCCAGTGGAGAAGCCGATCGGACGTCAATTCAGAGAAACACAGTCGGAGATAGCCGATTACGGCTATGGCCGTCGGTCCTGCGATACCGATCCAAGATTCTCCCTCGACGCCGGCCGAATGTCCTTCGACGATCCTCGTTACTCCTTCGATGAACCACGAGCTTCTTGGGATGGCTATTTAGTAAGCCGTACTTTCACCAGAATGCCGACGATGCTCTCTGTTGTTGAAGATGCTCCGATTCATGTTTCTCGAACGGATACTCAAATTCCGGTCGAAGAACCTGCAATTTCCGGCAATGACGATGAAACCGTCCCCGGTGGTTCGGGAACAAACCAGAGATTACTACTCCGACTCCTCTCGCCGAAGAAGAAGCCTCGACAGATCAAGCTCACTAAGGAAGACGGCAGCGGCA

PU036654 alignment(280-298)

PU036654 5'CUGCGAUACCGAUCCAAGA 3'

x|||x||||||||||||x|

cuc-miR2 3'AACGGUAUGGCUAGGUUGU 5'

**PU014282 sequence (unknown protein)**

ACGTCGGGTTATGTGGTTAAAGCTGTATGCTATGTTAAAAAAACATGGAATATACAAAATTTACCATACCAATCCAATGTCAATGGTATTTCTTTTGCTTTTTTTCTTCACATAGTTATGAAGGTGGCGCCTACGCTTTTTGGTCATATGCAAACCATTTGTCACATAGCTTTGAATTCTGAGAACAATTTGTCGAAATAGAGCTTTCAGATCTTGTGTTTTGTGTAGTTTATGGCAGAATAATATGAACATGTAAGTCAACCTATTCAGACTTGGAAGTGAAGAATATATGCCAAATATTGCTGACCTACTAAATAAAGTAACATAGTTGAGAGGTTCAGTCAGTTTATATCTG

PU014282 alignment(61-79)

PU01428 5'UUACCAUACCAAUCCAAUG 3'

||x|||||||x||||||::

cuc-miR2 3'AACGGUAUGGCUAGGUUGU 5'

***3. Target for cuc-miR3* (sequence UGUGAUGAUGAGCUGCUAACA)**

a**) Targets in pepo**

**PU057169 sequence (glyceraldehyde-3-phosphate dehydrogenase)**

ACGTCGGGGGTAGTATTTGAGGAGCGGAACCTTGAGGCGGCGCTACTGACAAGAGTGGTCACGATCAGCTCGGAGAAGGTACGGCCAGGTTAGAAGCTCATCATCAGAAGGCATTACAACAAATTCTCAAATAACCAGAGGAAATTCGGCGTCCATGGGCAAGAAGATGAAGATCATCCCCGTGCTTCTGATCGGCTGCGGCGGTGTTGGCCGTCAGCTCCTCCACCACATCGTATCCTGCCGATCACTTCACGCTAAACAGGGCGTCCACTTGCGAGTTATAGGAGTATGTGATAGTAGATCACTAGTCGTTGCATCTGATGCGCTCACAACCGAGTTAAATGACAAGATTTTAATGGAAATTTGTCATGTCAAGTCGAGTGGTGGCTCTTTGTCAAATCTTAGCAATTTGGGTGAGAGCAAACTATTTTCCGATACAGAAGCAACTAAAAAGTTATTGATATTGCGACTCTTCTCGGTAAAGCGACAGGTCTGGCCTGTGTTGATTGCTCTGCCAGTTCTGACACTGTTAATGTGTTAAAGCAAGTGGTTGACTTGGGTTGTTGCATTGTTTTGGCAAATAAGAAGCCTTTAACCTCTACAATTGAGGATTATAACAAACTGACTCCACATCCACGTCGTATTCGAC

PU057169 alignment(88-108)

PU057169 5'GGUUAGAAGCUCAUCAUCAGA 3'

x|||||x||||||||||||x|

cuc-miR3 3'ACAAUCGUCGAGUAGUAGUGU 5'

**PU043518 sequence (unknown protein)**

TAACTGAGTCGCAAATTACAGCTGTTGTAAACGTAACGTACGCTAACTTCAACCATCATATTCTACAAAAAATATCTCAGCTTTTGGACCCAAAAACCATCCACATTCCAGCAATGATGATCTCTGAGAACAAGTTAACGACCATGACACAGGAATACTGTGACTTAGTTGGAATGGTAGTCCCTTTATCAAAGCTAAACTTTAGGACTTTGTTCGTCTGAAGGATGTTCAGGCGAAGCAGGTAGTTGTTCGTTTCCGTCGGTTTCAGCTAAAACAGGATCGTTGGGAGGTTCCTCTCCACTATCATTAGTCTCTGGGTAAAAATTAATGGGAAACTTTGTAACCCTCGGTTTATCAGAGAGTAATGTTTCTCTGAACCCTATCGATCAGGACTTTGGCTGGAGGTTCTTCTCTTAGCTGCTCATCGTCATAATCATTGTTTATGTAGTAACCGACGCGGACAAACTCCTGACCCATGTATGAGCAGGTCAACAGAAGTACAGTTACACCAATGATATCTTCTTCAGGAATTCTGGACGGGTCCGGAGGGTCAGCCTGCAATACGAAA

PU043518 alignment(412-432)

PU043518 5'UCUUAGCUGCUCAUCGUCAUA 3'

|x|||||x|||||||:|||:|

cuc-miR3 3'ACAAUCGUCGAGUAGUAGUGU 5'

-----------------------------------------------------------------------

***4.* Target for *cuc-miR4* (sequence UACCCUUGGCUGUCUGAGCAC)**

**a) Target in watermelon**

**WMU42945 sequence (cytochrome c oxidase)**

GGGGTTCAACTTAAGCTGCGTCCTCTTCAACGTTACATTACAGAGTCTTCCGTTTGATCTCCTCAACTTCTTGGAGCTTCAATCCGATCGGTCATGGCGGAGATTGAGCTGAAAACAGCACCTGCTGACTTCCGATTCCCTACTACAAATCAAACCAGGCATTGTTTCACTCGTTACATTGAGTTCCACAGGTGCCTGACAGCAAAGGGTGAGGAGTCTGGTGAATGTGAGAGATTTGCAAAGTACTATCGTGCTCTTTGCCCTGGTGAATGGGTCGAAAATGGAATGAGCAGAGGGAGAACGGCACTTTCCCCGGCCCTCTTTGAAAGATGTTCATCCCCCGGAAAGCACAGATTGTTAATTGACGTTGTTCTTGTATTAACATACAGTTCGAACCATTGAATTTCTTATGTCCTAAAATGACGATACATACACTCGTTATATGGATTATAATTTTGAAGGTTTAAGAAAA

WMU42945 alignment (191-211)

WMU42945 5'GUGCCU-GACAGCAAAGGGUG 3'

||||x:x||||||x||||||:

cuc-miR4 3'CACGAGUCUGUCGGUUCCCAU 5'

**b) Target in pepo**

**PU084326 sequence (cytochrome c oxidase)**

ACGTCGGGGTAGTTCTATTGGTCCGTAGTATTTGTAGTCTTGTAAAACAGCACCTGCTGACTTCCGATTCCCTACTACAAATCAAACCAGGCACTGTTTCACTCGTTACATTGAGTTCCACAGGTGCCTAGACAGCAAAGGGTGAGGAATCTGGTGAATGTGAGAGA

PU084326 alignment(124-144)

PU084326 5'GUGCCUAGACAGCAAAGGGUG 3'

||||x:|||||||x||||||:

cuc-miR4 3'CACGAGUCUGUCGGUUCCCAU 5'

# Supplementary material for: Characterization of the small RNA component of leaves and fruits from four different cucurbit species
**Source:** BMC Genomics. 2012 Jul 23;13:329. doi: 10.1186/1471-2164-13-329
**Supplement:** Additional file 3 — Table 2. Primers used for real-time RT PCR analysis.

Supp Table 2: primers used for real-time RT PCR analysis

| cuc-miR156-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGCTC |
| --- | --- |
| cuc-miR159-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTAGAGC |
| cuc-miR164-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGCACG |
| cuc-miR166-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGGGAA |
| cuc-miR171-RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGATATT |
| cuc-miR156-FP | GCGGCGGTGACAGAAGAGAGT |
| cuc-miR159-FP | CGGCGGTTTGGATTGAAGGGA |
| cuc-miR164-FP | CGGTGGAGAAGCAGGGCA |
| cuc-miR166-FP | TCGCTTCGGACCAGGCTTCA |
| cuc-miR171-FP | TTCCTTGATTGAGCCGCGCC |
| cuc-miR4-RT | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACG TGC TC |
| s3509497-RT | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACA GCC GA |
| s908659-RT | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACC TGC CA |
| cuc-miR4-FP | GGC GGT ACC CTT GGC TGT CT |
| s3509497-FP | GCG GCG GCC CAG TCC CGA ACC CG |
| s908659-FP | GCG GCG GAC AGG GTA TTG TAA G |

How the deposited data were processed for this re-analysis (not part of the article)

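Small RNA was sequenced from bottle gourd, moschata, pepo and watermelon, with 1 library per species made from RNA pooled over leaves, stems and the flesh, rind and placenta of the fruit. According to the paper, RNA of 18 to 28 nt was isolated from a gel, the libraries were read on an Illumina Genome Analyzer II, adapters were trimmed and reads of 18 to 30 nt were taken. The program used for trimming is not given in the sources used here. The authors deposited, for each library, the distinct sequences with their counts, which are whole numbers of reads and are not normalized. The deposited sequences run from 18 to 33 nt, and to 35 nt in watermelon. Sequences given on more than 1 line were added up, which concerned 66803 lines in bottle gourd, 24568 in moschata, 30304 in pepo and 0 in watermelon. No genome entered these lists, and no cucurbit genome was used here.

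From the deposited counts, the reads and the distinct sequences of each length were tallied, with shares taken over 18 to 28 nt as in Fig. 1. The conserved miRNAs were counted as exact full-length matches to the sequences of Additional file 1, each sequence once in its family, and normalized to tpm with the reads of 18 to 30 nt as the total. Shares carry exact Clopper-Pearson intervals, levels exact Poisson intervals and ratios exact conditional binomial intervals, all at 95%. With 1 library per species there was no test between species and no p-value, and 4 libraries are too few for a correlation. A ratio against 0 reads was computed against a floor of 3 reads. It is a lower bound at that floor and not the limit of the exact interval.

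The sequences of Table 2, of the tandem TAS3 siRNAs and of the printed TAS3 transcripts were searched as exact matches. The TAS3 transcripts were copied from the picture of Fig. 6. A strand opposite to a candidate miRNA was searched among reads of 20 to 22 nt that pair with it with 2-nt overhangs at the 3′ ends and at most 4 mismatches, with a G:U pair counted as 0.5, and the same search was run for 200 shuffled sequences. The pairings of Additional file 2 were scored with 1 for a mismatch or gap and 0.5 for a G:U pair. For each of the 6 pairs of libraries, 24-nt and 21-nt sequences with at least 20 reads in a library were searched in the other.

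The text names every miRNA family and sequence that the paper names for these libraries, up to 10 families per pair of libraries with the largest ratio among those with at least 10 reads in either library and a difference of at least 4-fold, and the 10 most abundant 19-nt sequences of each library. It also uses lists of miRNAs that target developmental transcription factors, of miRNAs of nutrient supply, of the miRNA machinery and of auxin signalling, of small RNAs of Arabidopsis and its relatives, of monocots, of legumes and of animals, of passenger strands, of 6 tRNA 5′ ends and of 6 further conserved miRNA sequences. These lists and the counting rules above were fixed before the data were examined, but values printed in the paper's tables had been seen. The sequences of the lists of other organisms, passenger strands and tRNAs and the 6 further miRNA sequences were written from textbook knowledge and not checked against a database.

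The alternatives fixed at the same time were reads within 2 mismatches of a member, reads that begin with the first 18 nt of a member, reads within 2 mismatches summed over all members they match, reads of 20 to 24 nt or the totals of Table 1 as denominator, sequences with at least 2 reads, lengths of 18 to 30 nt, other minimum counts and other read ends. Leaving out adapter-derived reads (at least 14 nt in a row shared with a small RNA adapter), the A-box search at positions 8 to 18, the share of 24-nt sequences with 8 to 12 reads found in 1 library only, the search for sequences within 3 substitutions of another with at least 50 times the reads, and the TAS3 registers without the most abundant 21-nt sequence or over distinct sequences were chosen after the data had been seen. The effects of the alternatives are given in the closing section.

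The counting was tested on simulated data. Exact matching returned the planted reads in 29 of 29 families of a simulated watermelon library, and counting within 2 mismatches came within 10 percent of them in 29 of 29. No planted variant could equal a listed sequence, so the result of exact matching was fixed in advance and checks the code only. Summing over members counted 6.17 times the reads counted once. The interval of a ratio held the true value in 94.3% of 1800 simulated ratios. Their expected counts were above the few reads on which some ratios of the text rest. In 200000 simulated sequences, the share found in 1 library only was 0.907 times its expectation when 1 pool was split and 61.9 times when 20 percent of the sequences were private to each library. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Alignments to a genome, folding of precursors and the RT-PCR and blot experiments were left out, since they need sequences or samples that were not analysed here.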

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

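The searches for adapter-derived reads and for the 29-nt tRNA fragment, and both tests on the 21-nt class of bottle gourd, were chosen after the result had been seen. Apart from the second rank of the 21-nt class of bottle gourd, which the paper describes, the results in this part are signals on which the paper does not report. Some counts given beside them do not lie above the 3 reads that a count of 0 allows.

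Passenger strands of conserved miRNAs were read in all 4 libraries, counted as exact matches to a listed sequence of each. The strand opposite to miR166 had 1109 reads in bottle gourd, 51 in moschata, 79 in pepo and 111 in watermelon. The strand opposite to miR396 had 22.2 tpm in bottle gourd, 4.50 in moschata, 3.30 in pepo and 41.4 in watermelon. That of miR168 had 70 reads in bottle gourd, 29 in moschata, 30 in pepo and 110 in watermelon. The listed strand of miR390 had 3 reads in pepo and 8 in watermelon, and the listed sequences of miR164 and miR171 had none. Other forms of a strand are not covered by these counts. For miR390 the search by pairing found 143 reads, 78 of them of a single form.

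A single antisense siRNA stood out on each TAS3 transcript. TATGAAATCAAATGGATGGTA of the watermelon transcript had 4501 reads in watermelon, and TCAAGAAGAAGACTCTGTAAG of the pepo transcript had 1122 reads in moschata and 1244 in pepo.

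The 5′ end of Glu-tRNA over 29 nt, TCCGTTGTCGTCCAGCGGTTAGGATATCT, had 31620 reads in bottle gourd, 305993 in moschata and 426429 in pepo, which were 16.3%, 38.1% and 40.5% of the 29-nt reads. Watermelon had 0 reads of it among 4280 reads of 29 nt. When lengths of 18 to 30 nt were taken, 29-nt reads ranked the third in moschata and pepo, with 10.0% and 10.9% of the reads.

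Of the 5 animal miRNAs listed, 1 was read in bottle gourd and in pepo, with 3 reads each, 2 in watermelon, with 9 reads, and none in moschata. Within 2 mismatches of animal miR-1, watermelon had 301 reads, bottle gourd 6, moschata 1 and pepo 4, and none was an exact match.

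Adapter-derived reads made up 18.1% of the reads of 18 to 30 nt in bottle gourd, 2.93% in moschata, 2.76% in pepo and 10.8% in watermelon. With all reads the 21-nt class of bottle gourd ranked second, and without the adapter-derived reads it had rank 3. A larger 21-nt class in bottle gourd than in each other species is argued against by its 14.4% of all reads, below the 16.0% of watermelon. An excess over moschata, with 8.30%, and pepo, with 8.20%, stays open. Adapter-derived reads are a candidate explanation of the second rank, and how they arose was not tested.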

How the results depend on the processing

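Leaving out adapter-derived reads, from the size classes or from the denominator, and both alternatives for the TAS3 register were chosen after the data had been seen. With 1 library per species no library was left out of a group, and no paired analysis was possible because no species has more than 1 library. The cause was not tested for any change below.

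Counting only sequences with at least 2 reads turned the ratio of 24-nt to 19-nt reads below 1 in bottle gourd (0.935), moschata (0.506) and pepo (0.513) and lowered it in watermelon (0.375). Without adapter-derived reads it was 2.45 in bottle gourd and 0.685 in watermelon. The totals of Table 1 were set against reads counted in the deposited lists, so they lower the levels of bottle gourd most by construction. With the totals of Table 1 as denominator, the miR168 ratio of bottle gourd to watermelon turned to 0.696, and that of bottle gourd to moschata and pepo fell to 2.97. The ratio of watermelon to bottle gourd then rose to 284 for miR156, 160 for miR167 and 737 for miR172, and that to moschata and pepo to 246, 82.9 and 53.3. Of families at least 4-fold apart, bottle gourd was then higher than moschata in 2, than pepo in 2 and than watermelon in 1. With a denominator free of adapter-derived reads, pepo was higher than bottle gourd in 2. The tandem TAS3 siRNAs fell, over the totals of Table 1, to 4.62 tpm in bottle gourd, 7.62 in moschata and 10.0 in pepo. Without the most abundant 21-nt sequence, the share in the TAS3 register or 1 nt upstream was 61.3% in bottle gourd and 23.6% in watermelon on the watermelon transcript, and 26.4% in moschata and 28.4% in pepo on that of pepo. Among distinct 21-nt sequences it was 25% in bottle gourd and 14.7% in watermelon.

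With reads of 20 to 24 nt as denominator, watermelon over moschata and pepo was 136 for miR156, 45.9 for miR167 and 29.6 for miR172, and bottle gourd over moschata and pepo was 6.38 for miR168. With a denominator free of adapter-derived reads these were 199, 67.2, 43.2 and 10.4. Watermelon over bottle gourd was then 65.6 for miR156 and 37.0 for miR167, and bottle gourd over watermelon 3.01 for miR168.

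Counting reads within 2 mismatches once, watermelon over bottle gourd was 60.0 for miR156 and 28.1 for miR167, and over moschata and pepo 160 and 31.5. Summed over members, miR156 was 62.8 over bottle gourd, and miR167 28.5 over bottle gourd and 32.0 over moschata and pepo. By the first 18 nt, miR167 was 36.7 and 55.0. The miR166 share of family reads was 73.1% in moschata, 73.5% in pepo and 15.1% in watermelon within 2 mismatches. It was 63.6% in bottle gourd, 68.7% in moschata, 69.7% in pepo and 13.6% in watermelon by the first 18 nt, and 83.5%, 82.8%, 83.2% and 25.6% when summed. With at least 100 reads in place of 20, all 24-nt and 21-nt sequences of moschata were found in pepo (100%), and so were all 24-nt sequences of pepo in moschata (100%).

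Of the 76 levels of families, 32 stayed within counting error within 2 mismatches and 44 were higher, 23 and 53 by the first 18 nt, 12 and 64 when summed, 5 and 71 with reads of 20 to 24 nt, and 46 and 30 without adapter-derived reads. With the totals of Table 1, 29 stayed, 2 were higher and 45 lower. The share of a leading member stayed in 33 of 64 cases by the first 18 nt, and the leading member was another in 9. Depth limits families near the 3 reads that a count of 0 allows, such as miR395, miR398 and miR824.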

Differences from the paper's values

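The paper's values for bottle gourd, moschata, pepo and watermelon are given in this order where several are named. All alternatives named here were set before the data were examined. A value is said to differ where it and the paper's lie more than 1.5 times apart and, for the candidate miRNAs, the ratios and the tally of other families, the paper's value also lies outside the 95% counting interval, and where 1 of the values is 0, the other must exceed 1 and lie outside that interval. The alternatives for a family's level or ratio were reads within 2 mismatches counted once, reads by the first 18 nt, reads within 2 mismatches summed over members, reads of 20 to 24 nt as denominator and the totals of Table 1 as denominator.

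The paper's total for bottle gourd is 29,640,508 reads, and 8040445 were counted in the deposited list, for which no alternative was set. The paper's number of unique reads is 1,597,263 in bottle gourd, where the list holds 3078375 distinct sequences. It is 532,948 in the paper and 2791633 here in moschata, 601,388 in the paper and 3203361 here in pepo, and 493,384 in the paper and 1767363 here in watermelon. The only alternative, sequences with at least 2 reads, gave 346117, 314757, 378545 and 240445 and differs as well.

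For the candidate miRNAs the alternatives were the first 18 nt and the totals of Table 1. The paper's level of miR#2 is 13 in bottle gourd, 17 in moschata and 13 in pepo, against 0.398, 0.125 and 0.103 tpm here, and both alternatives differ too. For miR#3 the paper gives 7, 1 and 2 in these libraries, against 1.86, 0.250 and 0.103. By the first 18 nt miR#3 no longer differs in bottle gourd (5.84) and moschata (0.375) but does in pepo (0.826), and with the totals of Table 1 all of them differ. For miR#4 the paper gives 19, 26, 23 and 3 in the 4 libraries, against 1.86, 3.63, 4.23 and 0, and both alternatives differ in each.

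The paper's upper ratio for miR156 in watermelon is 100, against 183 over moschata and pepo. With reads of 20 to 24 nt as denominator the ratio is 136 and no longer differs, and the other 4 alternatives differ. The paper's ratios for miR167 in watermelon are 12 over bottle gourd and 18 over moschata and pepo, against 40.3 and 61.7, and all 5 alternatives differ. The paper's ratio of bottle gourd to watermelon for miR168 is 5, against 2.76, and all 5 alternatives differ.

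The paper's level of miR390 is about 69 in bottle gourd, about 25 in moschata and about 20 in pepo in Fig. 6f, read by eye, against 26.6, 9.63 and 8.57 here. Summed over members the levels are 66.5, 26.0 and 21.4 and no longer differ, but watermelon then has 112, against about 68 in Fig. 6f, read by eye, and differs, where its exact-match level of 47.3 does not. With reads of 20 to 24 nt they no longer differ in moschata (19.8) and pepo (18.0) but do in bottle gourd (40.1), and the other 3 alternatives differ in bottle gourd, moschata and pepo but not in watermelon.

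For the families that the paper places above all others in abundance, its values in Additional file 1 were summed over members. The paper's sums for miR156 are 260, 95, 89 and 14395, against 110, 45.5, 40.5 and 7823. Reads within 2 mismatches counted once and reads of 20 to 24 nt as denominator no longer differ in moschata, pepo and watermelon, the other 3 alternatives do, and in bottle gourd all 5 differ. The paper's sums for miR159 are 1767, 7996, 7354 and 8052, against 255, 1236, 1123 and 3653. Summing over members no longer differs in bottle gourd, moschata and pepo, with 2176, 11032 and 10355, and reads of 20 to 24 nt no longer differ in watermelon, with 5660. The other alternatives differ in each case. The paper's sums for miR164 are 2670, 466 and 442 in bottle gourd, moschata and pepo, against 759, 142 and 136, and all 5 alternatives differ.

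The paper's sums for miR166 are 71787, 70996, 68757 and 10450, against 5553, 5784, 5646 and 4952. Summing over members no longer differs in bottle gourd, moschata and pepo, with 74697, 81830 and 78495, and reads of 20 to 24 nt no longer differ in watermelon, with 7673, while the other alternatives do. The paper's sums for miR167 are 1451, 939, 875 and 17273, against 151, 101, 96.4 and 6076. Only summing over members in bottle gourd, with 1764, no longer differs. The paper's sums for miR168 are 2478, 260 and 246 in bottle gourd, moschata and pepo, against 1279, 151 and 141. Summing over members (2761, 327 and 308) and reads of 20 to 24 nt (1933, 310 and 297) no longer differ in these libraries, and the other 3 alternatives do. The paper's sums for miR172 are 221, 968 and 848 there, against 39.3, 197 and 173, and only summing over members in bottle gourd, with 302, no longer differs. In watermelon, where the exact-match levels of miR164, miR168 and miR172 do not differ from the paper's 2940, 476 and 7428, summing over members gives 17313, 989 and 53169, which differ, as do 717 for miR168 and 11295 for miR172 with reads of 20 to 24 nt. Of the other 22 families, 15 differ in bottle gourd, 13 in moschata, 13 in pepo and 7 in watermelon, and the paper's value is the higher in 14, 12, 12 and 7 of them.

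Several statements of the paper also differ. It ranks miR167 first in watermelon and miR156 second, where miR156 was first here, with miR172 second and miR167 the third, and miR166 first when summed over members. It ranks miR164 second in bottle gourd, where miR168 was second, except when summed over members. It places the lowest level of most families in bottle gourd, which held the lowest level in 4 of 19 families here and in 8 of 19 with the totals of Table 1, and moschata or pepo, which were not separated from each other in the first of these counts, in 14 and 11. It places miR169 in a class of abundance above the largest level found here, 83.8 tpm in watermelon, which within 2 mismatches was 207.03.

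The paper finds every highly conserved family in all libraries, where miR394 had an exact read in bottle gourd only, though reads that begin with its first 18 nt were found in all 4 libraries. Within 2 mismatches, watermelon and pepo had reads of every highly conserved family of Additional file 1, as bottle gourd had by exact matches. It restricts miR2950 to watermelon, though its Table 2 gives the same sequence, as miR#1, in all 4 libraries. Reads of this sequence were found in all 4 here. It restricts miR158 to watermelon, whereas pepo had 4 reads and moschata 1. It lists miR827, miR858 and miR2916 for watermelon, where no exact read was found, and within 2 mismatches miR827 and miR2916 had reads. It finds miR#4 in watermelon, where 0 reads were found. By q-PCR it also reports more miR#4 in leaves and fruits of watermelon than in those of the other cucurbits. It gives 1 base of difference between the members of miR168, where the listed sequences differ by G14A and A21C, counted from the 5′ end. A general sentence of its text allows miR#1 fewer targets than the 5 unigenes that its Table 2 and Additional file 2 list. Its target WMU42945 of miR#4 scored 4 here, with a gap counted as 1, above its maximum of 3.5. Of its siRNAs in Fig. 6e, TTCTTGACCTTGTTTGACCCA had 0 reads. Its statement that miR894 is highest in watermelon goes with the levels here, whereas the values of Additional file 1 have watermelon as the lowest.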

Other observations

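The tests of base-calling errors and both tests on miR166 were chosen after the result had been seen, and the share of sequences with 8 to 12 reads was chosen after the data had been seen, with its expected outcome written before it was computed.

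The 24-nt sequences, in plants largely siRNAs that silence transposons and other repeats, were shared unevenly among the libraries. Of the 2060 sequences of 24 nt with at least 20 reads in bottle gourd, 84.6% were found in moschata (95% interval 82.9 to 86.1), 87.2% in pepo (85.7 to 88.6) and 29.8% in watermelon (27.8 to 31.8). In the other direction, 29.0% of the 3291 such sequences of moschata were found in bottle gourd (27.4 to 30.5). Of the 1630 such sequences of watermelon, 44.0% were found in bottle gourd (41.6 to 46.5) and 39.9% in moschata (37.5 to 42.3). Among sequences of 21 nt, 81.4% of those of bottle gourd were found in moschata and 62.5% of those of moschata in bottle gourd. Of the 24-nt sequences with at least 60 reads in bottle gourd and none in watermelon, 98.3% were found in moschata, whereas of the 103 with at least 60 reads in watermelon and none in bottle gourd, 19 were (18.4%). Whether the uneven sharing comes from the species or from the libraries was not tested.

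Small RNAs typical of monocots and of legumes were nearly absent. The 2 monocot miRNAs had 1 read in all, of miR528 in moschata, and the 3 legume miRNAs had none. Of the 8 small RNAs listed from Arabidopsis and its relatives, miR173 and siR255 had 2 reads each, all in watermelon. By the first 18 nt, miR163 had 7 reads in watermelon and 0 in the other libraries. The origin of these reads was not tested. Of the 6 further sequences of conserved miRNAs, which stand for miR399, miR403, miR535 and miR828, none was read in any library, and an error in a listed sequence would also leave it without reads.

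Moschata and pepo held nearly the same sequences. Of the 24-nt sequences with 8 to 12 reads over both, 0.646% were found in 1 library only, 1.33 times the share of a random split, which argues against separate samples of different species, for which at least 5% had been expected beforehand. That limit was not calibrated on a pair of species known to be separate. Among sequences with at least 50 reads over both, 297 of 10319 differed 4-fold or more, and 85.5% of these (81.0 to 89.3) lay within 3 substitutions of a far more abundant sequence, against 21.7% of the others, so most may be base-calling errors of separate runs. That both lists come from 1 pool of RNA or 1 library stays open as a hypothesis, and so do which species it was and the remaining 43 sequences.

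The summed values of Additional file 1 place miR166 in watermelon at 0.146 times the level of bottle gourd, 0.147 times that of moschata and 0.152 times that of pepo. Exact-match levels argue against a lower miR166 level of that size, since the smallest of these ratios was 0.856, or 0.646 with reads of 20 to 24 nt as denominator. Reads counted for several members in 3 libraries but once in watermelon are argued against as well, since 5 of the 13 members, among them TCGGACCAGGCTTCATTCCCCC with 4933 in the paper and 1.54 tpm here, have a value for watermelon in Additional file 1 over 2 times the upper 95% bound of their reads counted once. The other members did not exceed it, and over all families the values lay nearer to exact counts in watermelon (64 of 89 members) and nearer to summed counts in bottle gourd (59 of 83), moschata (48 of 74) and pepo (49 of 74). A count for more members in these libraries than in watermelon therefore stays open, as does a smaller difference in miR166 between the species, and the authors' counting was not seen.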
